# Influence of sex, age and diabetes on brain transcriptome and proteome modifications following cerebral ischemia

**DOI:** 10.1186/s12868-023-00775-7

**Published:** 2023-01-27

**Authors:** Laura Ramiro, Júlia Faura, Alba Simats, Paula García-Rodríguez, Feifei Ma, Luna Martín, Francesc Canals, Anna Rosell, Joan Montaner

**Keywords:** Ischemic stroke, Proteome, Transcriptome, Sex, Diabetes, Age

## Abstract

Ischemic stroke is a major cause of death and disability worldwide. Translation into the clinical setting of neuroprotective agents showing promising results in pre-clinical studies has systematically failed. One possible explanation is that the animal models used to test neuroprotectants do not properly represent the population affected by stroke, as most of the pre-clinical studies are performed in healthy young male mice. Therefore, we aimed to determine if the response to cerebral ischemia differed depending on age, sex and the presence of comorbidities. Thus, we explored proteomic and transcriptomic changes triggered during the hyperacute phase of cerebral ischemia (by transient intraluminal middle cerebral artery occlusion) in the brain of: (1) young male mice, (2) young female mice, (3) aged male mice and (4) diabetic young male mice. Moreover, we compared each group's proteomic and transcriptomic changes using an integrative enrichment pathways analysis to disclose key common and exclusive altered proteins, genes and pathways in the first stages of the disease. We found 61 differentially expressed genes (DEG) in male mice, 77 in females, 699 in diabetics and 24 in aged mice. Of these, only 14 were commonly dysregulated in all groups. The enrichment pathways analysis revealed that the inflammatory response was the biological process with more DEG in all groups, followed by hemopoiesis. Our findings indicate that the response to cerebral ischemia regarding proteomic and transcriptomic changes differs depending on sex, age and comorbidities, highlighting the importance of incorporating animals with different phenotypes in future stroke research studies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12868-023-00775-7.

## Introduction

Ischemic stroke is a leading cause of death and disability worldwide [1]. Nowadays, recombinant tissue-plasminogen activator (rt-PA) and tenecteplase (TNK) are the only approved drug to treat acute ischemic stroke, although cerebral blood flow can also be restored by removing the obstructive clot through mechanical thrombectomy in selective patients [2, 3]. Despite the effectiveness of these reperfusion strategies, their short therapeutic window, some potential side effects and the strict clinical eligibility criteria impede offering these treatments to all stroke patients [4, 5]. Neuroprotective agents have been proposed as adjuvant therapies to be given during the hyperacute phase to minimize the impaired brain-damaged area while the ischemic brain is waiting for reperfusion therapy to restore the blood flow [6]. To date, more than 1,000 neuroprotective agents have shown promising results in preclinical models [7], but translation into the clinical setting has systematically failed [7–9].

The failure of the clinical trials with neuroprotective agents for the acute treatment of ischemic stroke makes the scientific community reconsider the most classic designs of preclinical studies. One of the reasons that could explain this failure in translation from “bench to bedside” is that the animal models used to test neuroprotectants do not represent properly the demographic and health characteristics of stroke patients [10]. Normally, pre-clinical studies include young animals, while it is known that more than 65% of all strokes occur in subjects older than 65 years [11] and only 10% in individuals under 50 years old [12, 13]. Regarding sex, most pre-clinical studies are performed on male animals, while stroke greatly impacts both sexes [14], being the first cause of death in women in some European countries [13, 15]. Finally, the vast majority of pre-clinical studies are performed in healthy animals, although stroke patients usually present a high incidence of comorbid conditions such as hypertension, diabetes and/or obesity, which are known to be among the most common stroke risk factors [16]. In this regard, the Stroke Therapy Academic Industry Roundtable (STAIR) published some recommendations to improve the quality of preclinical research and to make clinical implementation more efficient. Of note, these recommendations give special attention to species, strain and experimental model selection. In brief, they highlight the necessity of using both sexes in pre-clinical studies and highly recommend including animals with comorbidities and aged animals to better represent the human population that most likely will suffer stroke [17–19].

In this regard, it is plausible to think that the response to cerebral ischemia might be different depending on sex, age and comorbidities, and understanding these differences at the molecular level in the brain is fundamental to better comprehend stroke pathophysiology and to improve the “bench to bedside” translation. With this background, we aimed to explore proteomic and transcriptomic changes at a brain level triggered during the hyperacute phase of cerebral ischemia in mice of four different groups: (1) young male mice, (2) young female mice, (3) aged male mice and (4) diabetic young male mice. We aimed to compare the proteomic and the transcriptomic changes of each group using an integrative enrichment pathways analysis to determine if the response to ischemic stroke differed between the studied groups. Moreover, we aimed to reveal key common and exclusive dysregulated proteins, genes and pathways playing a crucial role in the first stages of the disease, with the hypothesis that those molecular changes could further determine the response to a given drug.

## Materials and methods

### Study design

The study presented here consists of a discovery study performed on RNA and protein extracts from mice ischemic brains of four different groups: (1) young male mice, (2) young female mice, (3) aged male mice and (4) diabetic young male mice, using mass spectrometry and RNA microarrays, with further integrative bioinformatics analysis. Each group included 8 ischemic animals, and 4 sham-control animals were used to discard genes and proteins differentially altered due to other phenomena rather than the ischemic event. Of note, the analysis of young male mice was performed in a first set of experiments [20]. The other 3 groups of animals were performed in a second set of experiments simultaneously.

### Animals

All animal procedures were performed in compliance with the Spanish legislation and in accordance with the Directives of the European Union and were approved by the Ethics Committee of the Vall d’Hebron Research Institute (protocol numbers 03/19 and 73/20). All experiments were conducted in a randomized manner and in adherence to the ARRIVE guidelines [21]. Group description: (1) C57BL/6 J male mice 8/12-week-old (referred as *males*), (2) C57BL/6 J female mice 8/12-week-old (referred as fe*males*), (3) C57BL/6 J male mice 18-month-old (referred as *old* [22]) and (4) BKS-Lepr^db/db^/JOrlRj diabetic male mice 8/12-week-old (referred as *diabetics*) (Janvier Labs, France). Animals were kept in a climate-controlled environment on a 12-h light/12-h dark cycle. Food and water were available ad libitum. Analgesia (Buprenorfine, 0.05 mg/kg, s.c, Divasa Farma-Vic S.A, Spain) was administered to all animals to minimize pain and discomfort. Anesthesia (isoflurane, 4% for induction, 2% for maintenance in medicinal air, Abbot Laboratories, Spain) was given via facemask during all surgical procedures described below.

A total of 57 animals were used for the present study. Among them, 9 were excluded after applying the following criteria: incomplete occlusion or reperfusion after removal of the filament (n = 2) and death during the experimental protocol (n = 7), while the other 48 were included.

### Transient middle cerebral artery occlusion (MCAO) model

Transient ischemia in the territory of the middle cerebral artery (MCA) was induced by introducing an intraluminal filament through the external carotid artery, as described before [23]. Briefly, animals were anesthetized and body temperature was maintained at 37 °C using a heating pad. The regional cerebral blood flow (CBF) was monitored close to the region irrigated by the MCA during the whole process by affixing a laser Doppler probe (Moor Instruments, UK) to the skull. Afterward, animals were placed in the supine position and the right bifurcation of the external carotid artery and internal carotid artery were exposed. Then, a silicone-coated nylon monofilament (Doccol Corporation, USA; 602256PK10for *males* and *females*, 702256PK5 for *diabetics* and 602456PK10 for *old* animals) was introduced through the external carotid artery to occlude the MCA. MCA occlusion (MCAO) was confirmed by a reduction in the cortical CBF recorded by the laser Doppler probe. Next, the incision was closed with a silk suture and animals were allowed to recover from anesthesia. Ninety minutes later, mice were re-anesthetized and the filament was removed to induce reperfusion of the MCA. After reperfusion, mice were allowed to recover from anesthesia under supervision. To ensure the correct occlusion of the MCA, only animals that exhibited a reduction of  ≥ 75% of CBF after filament introduction and a recovery of  ≥ 75% after filament removal were included in the study [24]. Sham animals underwent the same surgical procedures without the insertion of the nylon filament, and therefore, without MCAO.

### Brain collection and extraction of protein and RNA

Mice were deeply anesthetized (5% isoflurane) 30 min after reperfusion and transcardially perfused with 20 mL of cold saline. Immediately after perfusion, mouse brains were quickly removed and sectioned into 6 slices of 1 mm in cold conditions. The slice corresponding to the bregma anatomical point (representing the core of the infarct [25]) was carefully dissected to separate the right (ipsilateral, IP) and left (contralateral, CL) hemispheres separately. Each hemisphere was flash-frozen in liquid nitrogen and stored at − 80 °C.

Flash-frozen tissues were pulverized into powder in liquid nitrogen, and total fractions of protein and RNA were then isolated using the MirVana^™^ Paris^™^ kit (Thermo Fisher Scientific Inc., USA) following manufacturers’ instructions. RNA and protein fractions were stored at − 80ºC until further use.

### Transcriptomics study

Total RNA concentrations from brain samples were measured with a Nanodrop 1000 Spectrophotometer (ThermoFisher) and RNA integrity was assessed using the Agilent 2100 BioAnalyzer (Agilent Technologies, USA). Gene expression patterns were analyzed using Genechip© Mouse Clariom S 24 × arrays plates (Affymetrix, ThermoFisher). Starting material was 100 ng of total RNA of each sample. Briefly, sense ssDNA was generated from total RNA with the GeneChip WT Plus Reagent Kit (Affymetrix) following the manufacturer’s instructions. Then, sense ssDNA was fragmented, labeled and hybridized to the arrays with the GeneChip WT Terminal Labeling and Hybridization Kit (Affymetrix). Arrays plates were scanned and processed with Affymetrix GeneChip Command Console to obtain expression array intensity.cel files.

### Proteomics study

Due to equipment availability, the proteomics study was performed following two different protocols depending on the group of mice. Young male mice proteomic study was previously published [20]. Briefly, after in-gel digestion of the proteins, tryptic digests were analyzed using an LC–MS approach in a linear trap quadrupole (LTQ) Orbitrap Velos mass spectrometer (ThermoFisher).

For the remaining groups of animals, previous to LC-MS analysis, samples were digested with trypsin in-solution. Initial buffer exchange to 8 M Urea 50 mM ammonium bicarbonate (AB) was performed using 0.5 mL 3KDa cut-off Amicon Ultra ultrafiltration devices (Merck-Millipore). Total protein content was quantified using an RCDC kit (Bio-Rad), and 15 μg of each protein extract was taken for tryptic digestion. Samples were first reduced with DTT to a final concentration of 10 mM, for 1 h at room temperature (RT), and then alkylated with 20 mM of iodoacetamide (IAA) for 30 min at rt in the dark. Carbamidomethylation reaction was quenched by the addition of N-acetyl-L-cysteine to a final concentration of 35 mM followed by incubation for 15 min at RT in the dark. Samples were diluted with 50 mM AB to a final concentration of 1 M Urea, and then modified porcine trypsin (Promega Gold) was added in a ratio of 1:20 (w/w), and the mixture was incubated overnight at 37 °C. The reaction was stopped with formic acid (FA) to a final concentration of 0.5%. The tryptic digests were then purified on SCX spin columns (PolyLC), evaporated to dryness and stored at -20ºC until analyzed.

For LC-MS/MS analysis tryptic digests were diluted in 3% ACN, 1% FA and 500 ng of the sample was loaded to a 300 μm × 5 mm Pep-Map C18 (Thermo Scientific) at a flow rate of 15 μl/min using a Thermo Scientific Dionex Ultimate 3000 chromatographic system (Thermo Scientific). Peptides were separated using a C18 analytical column (NanoEase MZ HSS T3 column, 75 μm × 250 mm, 1.8 μm, 100 Å, Waters) with a 210 min run, comprising four consecutive steps, first 3 min of isocratic gradient at 3%B, from 3 to 35% B in 180 min, from 35 to 50% B in 5 min, from 50 to 85% B in 1 min, followed by isocratic elution at 85% B in 5 min and stabilization to initial conditions (A = 0.1% FA in water, B = 0.1% FA in CH3CN). The column outlet was directly connected to an Advion TriVersa NanoMate (Advion) fitted on an Orbitrap Fusion Lumos^™^ Tribrid (Thermo Scientific). The mass spectrometer was operated in data-dependent acquisition (DDA) mode. Survey MS scans were acquired in the orbitrap with the resolution (defined at 200 m/z) set to 120,000. The lock mass was user-defined at 445.12 m/z in each Orbitrap scan. The top-speed (most intense) ions per scan were fragmented in the linear ion trap (CID) and detected in the Ion Trap. Quadrupole isolation was employed to selectively isolate peptides of 350–1700 m/z. The predictive automatic gain control (pAGC) target was set to 1.5e5. The maximum injection time was set to 50 ms for MS1 and 35 ms for MS2 scan. Included charged states were 2–7. Target ions already selected for MS/MS were dynamically excluded for 30 s. The mass tolerance of this dynamic exclusion was set to ± 2.5 ppm from the calculated monoisotopic mass. The spray voltage in the NanoMate source was set to 1.7 kV. RF Lens were tuned to 30%. The minimal signal required to trigger MS to MS/MS switch was set to 5000 and activation Q was 0.250. The spectrometer was working in positive polarity mode and singly charge state precursors were rejected for fragmentation.

Progenesis_®_ QI for proteomics software v 3.0 (Nonlinear dynamics, UK) was used for MS data analysis using default settings. The results from LCMS runs were automatically aligned to a selected reference sample. Alignments were then manually supervised. Normalization of MS signals, based on the median of the ratiometric distribution of the abundance measurements, was performed automatically by the Progenesis^®^ QI for proteomics software. Only features within the 400 to 1600 m/z range, from 50 to 180 min of retention time, and with positive charges between 2 to 4 were considered for identification and quantification. Peaklists (mgf files) were generated using Progenesis^®^ QI for proteomics and searched from Proteome Discoverer 2.1 (Thermo Fisher Scientific Inc., USA) using the Mascot search engine (v5.1, Matrix Science, UK). Protein identification was carried out using the SwissProt-MusMusculus database (2020, Jul 01: 55,400 entries) setting precursor mass tolerance to 10 ppm and fragment mass tolerance to 0.5 Da. Oxidized methionine was considered as a variable amino acid modification and carbamidomethylation of cysteines as a fixed modification. Trypsin was selected as the enzyme allowing up to two missed cleavages. The significance threshold for the identifications was set to p < 0.05, minimum Mascot ions score of 20. Only those proteins quantified and identified with at least 2 unique peptides were considered for further statistical analyses.

### Bioinformatics and statistical analyses

Statistical and bioinformatics analyses of data were performed using custom scripts in R language (version 4.0.2) and R Studio (R Core Team, 2017, Vienna, Austria) with common *Bioconductor* packages.

As the male transcriptomic and proteomic studies were carried out in a first set of experiments separately from the other 3 groups, all groups have been analyzed independently.

#### Transcriptomics data

Transcriptomics data analyses have been performed separately for each group of animals. R olgo package was used to upload.cel files. Quality control of the data was performed using the *arrayQualityMetrics* package [26], a principal component analysis (PCA) and intensity boxplots for each file. Afterward, Robust Multiarray Average algorithm [27] was used for pre-processing microarray data to perform background adjustment, log2 transformation and quantile normalization. To obtain the expression measure of each probe, a linear model was fit to the normalized data. Next, genes whose standard deviation (SD) was below the 75 percentile of all SD were filtered out from the whole dataset.

The selection of differentially expressed genes was based on a linear model analysis with empirical Bayes modification for the variance estimates [28], using the *limma* package. This analysis has been performed considering sample pairing. False Discovery Rate (FDR)-based corrections for multiple testing were also calculated [29]. Fold-change (FC) was calculated dividing the IP by the CL expression value for each animal.

Sham animals’ data were used to discard genes differentially expressed due to other phenomena rather than cerebral ischemia. With this purpose, genes differentially expressed when comparing IP and CL both in sham and MCAO animals (FDR < 0.25) with a difference in logFC < 0.5 were discarded.

#### Proteomics data

Protein abundance quantification was based on the sum of the peak areas within the isotope boundaries of peptide ion peaks. Proteins identified by identical peptide sets were grouped to satisfy the principles of parsimony. Only those proteins quantified and identified with at least 2 unique and non-conflicting peptides (it is, features assigned unambiguously to peptides belonging to the protein, as assessed by Progenesis software). Protein abundance values were log-10 transformed and column-wise standardized [30]. Quality control of the data was performed using a principal component analysis (PCA) and intensity boxplots for each file.

The selection of differentially expressed proteins was based on a linear model analysis with empirical Bayes modification for the variance estimates [28], using the *limma* package. This analysis has been performed considering sample pairing. False Discovery Rate (FDR)-based corrections for multiple testing were also calculated [29]. Fold-change (FC) was calculated dividing the IP by the CL expression value for each animal.

#### Integrative analyses

An integrative analysis of the transcriptomics data of MCAO *male*, *female*, *old* and *diabetic* mice has been carried out. Venn diagrams were used to represent common and exclusive differentially expressed genes of studied groups. The common genes were used independently as input for STRING protein-protein interaction (PPI) network analysis. The interactions were based on text mining, experiments, databases, co-expression, neighborhood, gene fusion and co-occurrence, considering a medium confidence (0.4) [31].

For the integrative analysis, *ActivePathways* and its corresponding R package were used. In brief, this tool merges p-values and performs ranked hypergeometric tests to determine enriched pathways and processes [32]. First, a matrix was created with all the analyzed genes and their corresponding p-values for each dataset. Then, the p-values were merged using Brown’s method [33], obtaining a ranked gene list. Finally, ranked hypergeometric tests were carried out to determine if a pathway is enriched in the ranked gene list. The following functional gene sets were used: Gene Ontology (GO) Biological Processes and GO Molecular Functions [34, 35].

To visualize the enriched pathways as a network, Cytoscape software [36] and the EnrichmentMap app [37] were used.

## Results

### Transcriptomics results

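Gene expression was measured on Clariom S Mouse arrays (Affymetrix) in 4 groups of mice, with 8 mice after transient occlusion of the middle cerebral artery (MCAO) and 4 sham mice in each group. The groups were C57BL/6 J males aged 8 to 12 weeks, C57BL/6 J females of the same age, C57BL/6 J males aged 18 months (old) and diabetic BKS-Lepr db/db/JOrlRj males aged 8 to 12 weeks, which lack a working leptin receptor. The occlusion lasted 90 min, and tissue was taken 30 min after reperfusion, 2 h after onset. Each mouse gave 1 array from the right hemisphere, ipsilateral to the filament (IP), and 1 from the left, contralateral hemisphere (CL), so that there were 96 arrays. The authors processed each group on its own with the Robust Multiarray Average algorithm, which adjusts the background, takes log2 and sets the arrays to one distribution. The values used here are the resulting log2 signals of 29129 probe sets. Of these, 19572 carried 1 gene symbol in the platform annotation and 9557 carried none. The median signal of an array was 4.84 in males, against 6.76 in females, 6.91 in diabetic and 6.89 in old mice, so only IP minus CL was compared between groups, and levels were set side by side only for the check of sex and of probe names below. In the female, diabetic and old arrays, the values of 8800 neighbouring probe sets, 7784 of them with a gene symbol, lay 3 rows below their probe names. Over these rows the correlation with the male arrays was 0.170, 0.169 and 0.171, and it was 0.979, 0.973 and 0.975 after the values were moved up by 3 rows, which was done for all results. In the 15 genes of Table 1 for diabetic mice and the 15 for old mice, the mean difference between IP and CL then equalled the paper's to 4 decimals. The sex of the mice was checked on genes of the Y chromosome. Uty had a median log2 signal of 1.79 in the female arrays (1.21 to 2.21) and of 5.60 (1.88 to 5.99), 8.75 (8.13 to 8.91) and 8.47 (7.73 to 8.92) in the male, diabetic and old arrays. Of 24 male arrays, 2 did not exceed the highest female array in Uty and 4 did not in Kdm5d, all of them from MCAO mouse 3 and sham mouse 1, while all 24 did in Eif2s3y. All diabetic and old arrays did in the 3 genes.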

We determined changes in gene expression that occur in the brain within the hyperacute phase after ischemic stroke by analyzing mouse-brain samples obtained 2 h after cerebral ischemia induction (30 min after reperfusion) or sham surgery. The changes in gene expression were elucidated using microarrays, comparing the IP and CL regions and correcting by sham animals for each studied group.

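The IP and CL arrays were compared within each group in limma, with the mouse as a block, with MCAO and sham mice in one model, and over the 4893 named probe sets at or above the 75th percentile of the standard deviation over the group's arrays. A gene was called differentially expressed (DEG) at a Benjamini-Hochberg adjusted p under 0.25, and a gene called in MCAO and sham mice with log2 fold changes less than 0.5 apart was discarded. The filter, the pairing by mouse, the threshold and the discard step follow the paper's methods, and placing MCAO and sham mice in one model was a choice made here. The number of arrays limits the precision. In data simulated from the arrays' own spread, changes of 1 on the log2 scale were recovered for 94% to 100% of genes, and changes of 0.5 for 32% to 66%. Of the genes called there, 0.543% in males, 31.4% in females, 40.9% in diabetic and 17.5% in old mice were unchanged. Female MCAO mouse 1 had the same value in its IP and CL columns in all but 23 probe sets and the CL column of female sham mouse 1 was nearly constant, so both mice were left out, which leaves 7 MCAO and 3 sham females. The hemisphere labels of the female arrays are in doubt. Npas4, Fos and Ccl3, which rose in the IP hemisphere of the other 3 groups, had lower values in the arrays labelled IP of the females, after MCAO and after sham surgery, and the 15 female genes of Table 1 all had the sign opposite to the paper's. The labels were not changed, and female results below refer to the arrays as labelled. The response of a whole set of genes was expressed as a score per mouse, the mean IP minus CL difference over the genes of a list fixed beforehand. The immediate early score, over 32 genes that are transcribed within minutes of a stimulus, was 0.780 ± 0.352 (SD, n = 8) in male MCAO mice, 1.01 ± 0.522 (SD, n = 8) in diabetic, 0.714 ± 0.550 (SD, n = 8) in old and −0.579 ± 0.670 (SD, n = 7) in the arrays labelled female. In sham mice it was −0.0134 ± 0.0852 (SD, n = 4) in males, 0.0234 ± 0.103 (SD, n = 4) in diabetic, −0.118 ± 0.182 (SD, n = 4) in old and −0.845 ± 0.646 (SD, n = 3) in females.

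**Figure D1:**
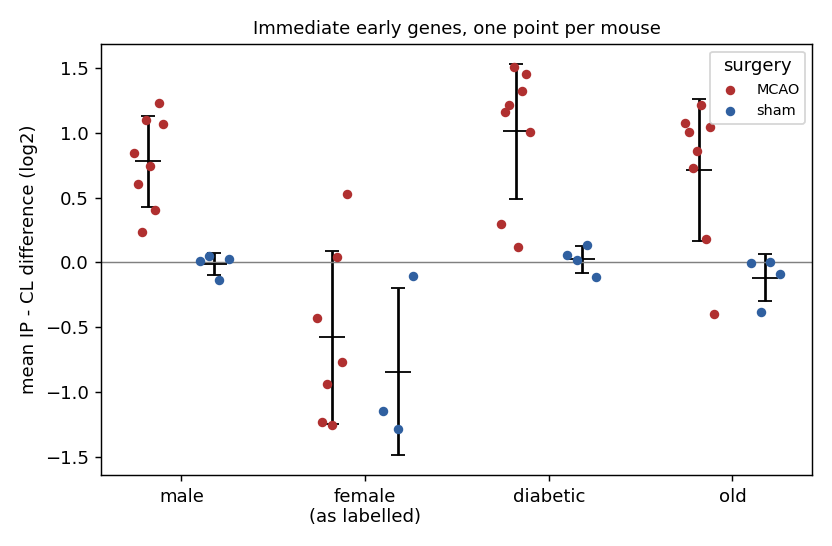
Immediate early score of each mouse (mean IP minus CL difference in log2 signal over 32 genes) by group, after MCAO (red) and sham surgery (blue). Each point is 1 mouse, and the black bars give the mean and SD. All 8 male and all 8 diabetic MCAO mice lie above 0, 7 of 8 old MCAO mice do, and the arrays labelled female lie mostly below 0 after both kinds of surgery.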

Quality control of samples was performed for each group of animals. Regarding *diabetic*, *female* and *old* mice all samples passed the quality control. However, after performing quality control in *male* mice, 2 ischemic animals (4 samples) were clearly separated from the rest in PCA with lower intensities than the other individuals, which remained after normalization. 

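Among the 8 male MCAO mice as deposited, mouse 3 stood apart. The median correlation of its 2 arrays with the other male arrays was 0.502 on average, against 0.985 to 0.988 for the other 7 mice, and its log2 signals had a standard deviation of 1.43, against 2.33 to 2.39. Sham mouse 1 stood apart in the same way, with correlations of 0.550 for IP and 0.364 for CL. Mean signals over all probe sets were close, from 4.51 to 4.56 over the 8 MCAO mice.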

For that reason, these 2 animals were removed from the analysis. Afterward, all samples passed the quality control. So, for the transcriptomics study young female mice, aged male mice and diabetic young male mice groups included 8 ischemic animals and 4 sham-control animals, while the young male mice group included 6 ischemic animals and 4 sham-control animals.

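The paper's text does not name the 2 male mice it left out. A rule set beforehand compared the IP minus CL differences of the 15 male genes of Table 1 with the paper's values for each of the 28 sets of 6 mice. The closest set, without mice 2 and 3, had a root mean square difference of 0.0843, the next 0.0917, and mice 1 and 2 had the lowest mean signals. Leaving out mouse 3 alone, which the rule for sets of 6 did not cover, came closer, with 0.0249. No set of 6 met the rule, so all 8 males entered the model, against the paper's 6. Their immediate early scores were 0.848, 0.606, 0.235, 1.10, 0.743, 0.404, 1.23 and 1.07 for mice 1 to 8, the lowest in mouse 3.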

#### Differentially expressed genes

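After MCAO 21 genes were higher in the IP than in the CL hemisphere of male mice and none was lower. Most were genes of early transcription. Of 32 immediate early genes, 12 rose (23 when adjusted over the list alone), none fell and 20 did not pass. Ccn1, a matrix protein of the injured vessel wall, had a log2 fold change of 1.82 (SE 0.214, adjusted p = 0.00128) and was higher in 8 of 8 mice, and Fos had a log2 fold change of 1.83 (SE 0.293, adjusted p = 0.00619), higher in 7 of 8. Egr4, Junb, Btg2 and Zfp36 rose by 1.37, 1.24, 1.20 and 1.10. Of 22 genes listed beforehand for feedback on MAP kinases, 4 rose (12 when adjusted over the list alone). They were Rgs2 with a log2 fold change of 1.64 (SE 0.211, adjusted p = 0.00164), Gadd45g with 1.32, Dusp6 with 1.25 and Dusp1 with 0.86. The list was higher as a whole in camera, with an adjusted p of 6.82e-17 and an adjusted p = 0.00718 with an estimated correlation. Ptgs2, the inducible cyclooxygenase, had a log2 fold change of 1.63 (SE 0.251, adjusted p = 0.00588), and the neuropeptide gene Nts had 0.76 (SE 0.170, adjusted p = 0.119), close to its 0.70 in male sham mice, where it did not pass (adjusted p = 0.66). In male sham mice 1 gene was called, the olfactory receptor gene Olfr782, at 1.06 (adjusted p = 0.0732), and 229 genes had an unadjusted p under 0.05. When MCAO mouse 3 and sham mouse 1 were left out, a choice made after seeing the data, 90 genes were called, 66 higher and 24 lower, among them 20 of the 21, and no gene was called without the mouse as a block.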

In *male* mice, we found 61 differentially expressed genes (DEG) after MCAO when comparing the IP and the CL brain regions (FDR < 0.25), while in sham-control animals we did not identify any DEG. In *female* mice, there were 77 DEG between IP and CL brain regions in MCAO animals (FDR < 0.25), while only 8 DEG were found in sham animals (FDR < 0.25) and there were no common dysregulated genes between *female* MCAO and sham animals. 

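The arrays labelled IP and CL of female MCAO mice differed in 9 genes, 3 higher and 6 lower in the arrays labelled IP. Ccl3 was lower, with a log2 fold change of −2.06 (SE 0.340, adjusted p = 0.000295), in 6 of 7 mice. The neuronal transcription factor gene Npas4 was at −1.79 (SE 0.422, adjusted p = 0.0451), Egr2 at −1.10, Fosb at −1.22, Ptgs2 at −1.15 and the olfactory receptor gene Olfr492 at −1.09. The 3 higher genes, of which Trim30a was named after its values were seen, were Trim30a, a regulator of innate immune signals, at 0.93 (SE 0.244, adjusted p = 0.138), Atad5, which acts in DNA replication, at 0.92 (adjusted p = 0.177), and Pkp2, a protein of desmosomes, at 0.86 (adjusted p = 0.237). In the sham mice 63 genes were called, 13 higher and 50 lower in the arrays labelled IP, among them Ccl3 at −3.53, Npas4 at −3.21 and Ptgs2 at −2.42. A further 4 genes called after MCAO, among them Atf3, Hspa1a and Hspa1b, were discarded because they were also called in the sham mice with a difference under 0.5. Of 32 immediate early genes, 4 fell after MCAO before this step (27 when adjusted over the list alone) and none rose. The 3 sham mice limit what the discard step can tell. The MCAO count was 29 when only MCAO arrays entered the model, and it ranged from 3 without MCAO mouse 3 to 27 without sham mouse 3, while the sham count was 3 without sham mouse 3 and 616 without sham mouse 4.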

In *diabetic* mice, 699 DEG were found when comparing the IP and the CL brain regions in MCAO animals (FDR < 0.25), while in sham control animals there were no DEG. 

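Diabetic mice showed the largest number of DEG, 674 genes, with 473 higher and 201 lower in the IP hemisphere, and no gene passed in their sham mice (160 had an unadjusted p under 0.05 in limma). Rises shared by all 8 mice included the heat shock genes Hspa1a, with a log2 fold change of 2.45 (SE 0.270, adjusted p = 3.41e-08), and Hspa1b with 2.40, together with Fos at 2.43, Ccn1 at 1.99 and Thbs1, a matrix protein, at 1.80 (SE 0.222, adjusted p = 2.63e-07). Of 19 vascular genes of the early injury response, 11 rose (17 when adjusted over the list alone), among them Adamts1 at 1.24 and Apold1 at 1.09. Of 24 cytokine genes, 6 rose (9 over the list alone), among them Il1b at 1.08 (SE 0.243, adjusted p = 0.00664), Il1a at 0.97, Tnf at 0.91 and Lif at 0.77. The vascular list had an adjusted p of 3.92e-14 in camera and an adjusted p = 0.0173 with an estimated correlation, while for the cytokine list these were 0.00721 and an adjusted p = 0.137 with an estimated correlation. Falls shared by all 8 mice included those of Zkscan4, a zinc finger gene, at −1.21 (SE 0.206, adjusted p = 0.00016), Pstk at −0.92, Pgbd1 at −0.85, Cd4 at −0.84 and Nsun3 at −0.82. When adjusted over the list alone, 6 of 13 neuron markers and 16 of 53 genes of the respiratory chain were lower, and none of either list lay above the filter on the standard deviation. At an adjusted p under 0.05 the count was 99, without the filter on the standard deviation it was 4321, and without MCAO mouse 2 it was 306.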

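In old mice 49 genes differed between the hemispheres after MCAO, 36 higher and 13 lower in IP. Npas4 had the largest rise, with a log2 fold change of 2.93 (SE 0.287, adjusted p = 1.03e-09), and was higher in 8 of 8 mice. Il1a, an early cytokine, had 1.78 (SE 0.295, adjusted p = 0.000214), and Hspa1b and Hspa1a had 1.70 and 1.64. Of 32 immediate early genes, 16 rose (32 when adjusted over the list alone) and none fell, with Fos at 1.69 (SE 0.233, adjusted p = 9.48e-06) and Fosb at 1.53. Of 26 chemokine genes, 3 rose (5 over the list alone, with 2 lower), which were Ccl3, Ccl4 at 1.11 (SE 0.237, adjusted p = 0.0121) and Cxcl2 at 0.70. Bdnf, a neuronal growth factor, rose by 0.70 (adjusted p = 0.122). Lower genes included Fkbp11, a protein of the endoplasmic reticulum, at −1.02 (SE 0.233, adjusted p = 0.0238), Gm9958 at −0.94, Nek2 at −0.70 and Slc22a6, an organic anion transporter, at −0.69. No gene passed in the old sham mice (240 had an unadjusted p under 0.05 in limma). The count after MCAO was 26 at an adjusted p under 0.05, 8 without the filter on the standard deviation and 194 with a filter on the mean in its place. It was 74 with a trended and robust variance, and leaving out MCAO mouse 1 gave 30.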

Finally, in *old* mice we found 24 DEG were found when comparing the IP and the CL brain regions in MCAO animals (FDR < 0.25), while in sham control animals there were no DEG. Details of the top 15 DEG after cerebral ischemia of each studied group are shown in Table 1.

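The 15 genes of Table 1 of each group were looked up in the arrays. For diabetic mice 15 of 15 were called here, all in the paper's direction, and the log2 fold changes lay between 0.977 for Akap12 and 3.12 for Npas4. For old mice 15 of 15 were called, from −1.02 to 2.93. For males 15 of 15 had the paper's direction and 13 were called, since Egr2, at 1.17 (SE 0.237), and Hspa1a, at 1.17 (SE 0.313), did not pass the filter on the standard deviation. Both were called when MCAO mouse 3 and sham mouse 1 were left out after seeing the data, Egr2 at 1.43 (adjusted p = 1.04e-07) and Hspa1a at 1.49 (adjusted p = 5.15e-07). For females none of the 15 had the paper's direction in the arrays as labelled. Ccrl2, a chemokine receptor-like gene, was at −0.85 (SE 0.241, adjusted p = 0.258), Adamts1 at −0.82, Rgs1 at −0.88, Gadd45g at −0.72 and Rnd3 at −0.67, and Galnt12, the only female gene of the table with a fall in the paper, was at 0.71 (SE 0.255, adjusted p = 0.56).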

**Table 1:** Top 15 differentially expressed genes (FDR < 0.25) between the infarcted hemisphere and the contralateral healthy hemisphere 2 h after cerebral ischemia induction. Genes that are differentially expressed in all the groups of animals are highlighted in bold. FDR: false discovery rate; logFC: Logarithmic fold change

Young male mice, *males*				Young female mice, *females*				Diabetic young male mice, *diabetic*				Aged male mice, *old*			
SYMBOL	logFC	P.Value	FDR	SYMBOL	logFC	P.Value	FDR	SYMBOL	logFC	P.Value	FDR	SYMBOL	logFC	P.Value	FDR
*CCL3*	2.4958	1.73E-15	8.80E-12	*ATF3*	1.4557	1.42E-06	0.00284	*HSPA1A*	2.4544	1.02E-09	5.17E-06	*NPAS4*	2.9274	1.53E-08	7.75E-05
*FOSB*	1.9774	7.77E-12	1.58E-08	*PTGS2*	1.5976	1.76E-06	0.00284	*FOS*	2.4266	9.29E-09	1.63E-05	*CCL3*	2.0499	1.08E-07	2.74E-04
*CCN1*	1.8493	1.10E-11	1.58E-08	*CCRL2*	1.1296	2.21E-06	0.00284	*CCN1*	1.9876	9.61E-09	1.63E-05	*FOS*	1.6891	8.48E-07	0.00143
*FOS*	2.1172	1.25E-11	1.58E-08	*FOS*	1.5602	2.24E-06	0.00284	*CCL3*	2.6185	1.55E-08	1.97E-05	*IL1A*	1.7778	2.60E-06	0.00329
*NPAS4*	2.6951	7.08E-11	7.18E-08	*CCL3*	2.1777	2.93E-06	0.00298	*FOSB*	2.1383	4.27E-08	4.33E-05	*PTGS2*	1.3054	5.90E-06	0.00599
*ATF3*	1.6062	1.09E-09	9.22E-07	*NPAS4*	2.2737	4.40E-06	0.00372	*GADD45G*	1.7414	5.81E-08	4.91E-05	*FOSB*	1.5304	9.64E-06	0.00815
*JUNB*	1.4066	2.36E-09	1.67E-06	*ADAMTS1*	1.0314	6.65E-06	0.00482	*IER2*	1.2020	9.91E-08	7.18E-05	*DUSP6*	0.9922	3.29E-05	0.02382
*RGS2*	1.4974	2.80E-09	1.67E-06	*CCN1*	1.3156	9.48E-06	0.00601	*THBS1*	1.8039	1.14E-07	7.22E-05	*HSPA1A*	1.6433	7.39E-05	0.04390
*GADD45G*	1.3902	2.96E-09	1.67E-06	*NR4A1*	1.0643	1.54E-05	0.00868	*NPAS4*	3.1196	3.98E-07	2.25E-04	*JUN*	0.8117	8.45E-05	0.04390
*HSPA1A*	1.5433	3.32E-09	1.68E-06	*FOSB*	1.5493	1.88E-05	0.00951	*DUSP6*	1.1689	5.27E-07	2.67E-04	*CCL4*	1.1057	8.66E-05	0.04390
*EGR4*	1.4966	8.59E-09	3.79E-06	*RND3*	0.8880	2.34E-05	0.01079	*NR4A1*	1.6955	7.58E-07	3.49E-04	*FKBP11*	-1.0158	1.84E-04	0.08205
*NR4A1*	1.4166	8.97E-09	3.79E-06	*RGS1*	1.1871	2.88E-05	0.01216	*EGR4*	1.6425	9.33E-07	3.94E-04	*GM9958*	-0.9378	2.12E-04	0.08205
*PTGS2*	1.3968	1.51E-08	5.88E-06	*GADD45G*	1.0496	3.97E-05	0.01547	*RGS2*	1.3091	1.09E-06	4.23E-04	*NR4A1*	1.1258	2.21E-04	0.08205
*BTG2*	1.2922	2.79E-08	1.01E-05	*DUSP6*	0.8763	4.39E-05	0.01547	*JUN*	1.1095	1.17E-06	4.23E-04	*CCRL2*	0.9681	2.27E-04	0.08205
*EGR2*	1.3976	4.45E-08	1.51E-05	*GALNT12*	-1.1040	4.58E-05	0.01547	*AKAP12*	0.9770	1.51E-06	5.10E-04	*CCN1*	1.2480	2.56E-04	0.08651

#### Integrative analysis of transcriptomic results

To understand the mechanisms underlying ischemic stroke, we sought to identify common DEG after cerebral ischemia in all groups, as they might be playing a crucial role in ischemic stroke response and thus be pointing at crucial therapeutic targets in the acute phase of the disease. We found 14 DEG in the ischemic brain that were common in all four groups of animals (IP vs CL, FDR < 0.25). In addition, it is worth noting that 27 genes were dysregulated only in *female* mice, 640 in *diabetic* mice, 4 in *old* mice and 16 in *male* mice (Fig. 1, Additional file 1: Table S1).

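Of the DEG found here, 4 were shared by the 4 groups, Npas4, Fosb, Ccl3 and Ptgs2, all higher in IP in males, diabetic and old mice and lower in the arrays labelled IP of females. Without the females, 16 DEG were shared by males, diabetic and old mice, 5 without the filter on the standard deviation and 0 without the mouse as a block. These, all named after the overlap was seen, were Npas4, Fos, Fosb, Junb, Atf3, Egr4, Nr4a1, Nr4a3, Arc, Btg2, Zfp36, Ccn1, Dusp6, Rgs2, Ccl3 and Ptgs2, most of which encode early transcription factors or feedback regulators. For males and old mice, 16 DEG higher in IP were shared where 0.413 were expected of independent lists among the genes tested in both, for males and diabetic mice 20 against 3.7, and for diabetic and old mice 31 against 3.45. Of the 14 genes of Fig. 1, 11 were among those 16. Jun and Depp1 were higher in diabetic mice at 1.11 (SE 0.217, adjusted p = 0.00126) and 0.84 (SE 0.199, adjusted p = 0.0133) and in old mice at 0.81 and 0.83, and Bdnf was called in both, with 0.74 in diabetic mice, while in males Jun, at 0.73, Depp1, at 0.88, and Bdnf, at 0.63, lay below the filter on the standard deviation. That filter lay at 0.957 in males, against 0.362 in females, 0.365 in diabetic and 0.345 in old mice. When male MCAO mouse 3 and sham mouse 1 were left out after seeing the data, Jun, Depp1 and Bdnf were called in males. Their adjusted p in limma was then 0.0164, 0.000136 and 0.0248, in that order. In this setting 25 DEG were shared by males, diabetic and old mice. With only the arrays of one surgery in each model, 11 genes were common to the 4 groups, and without the mouse as a block none was.

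**Figure D2:**
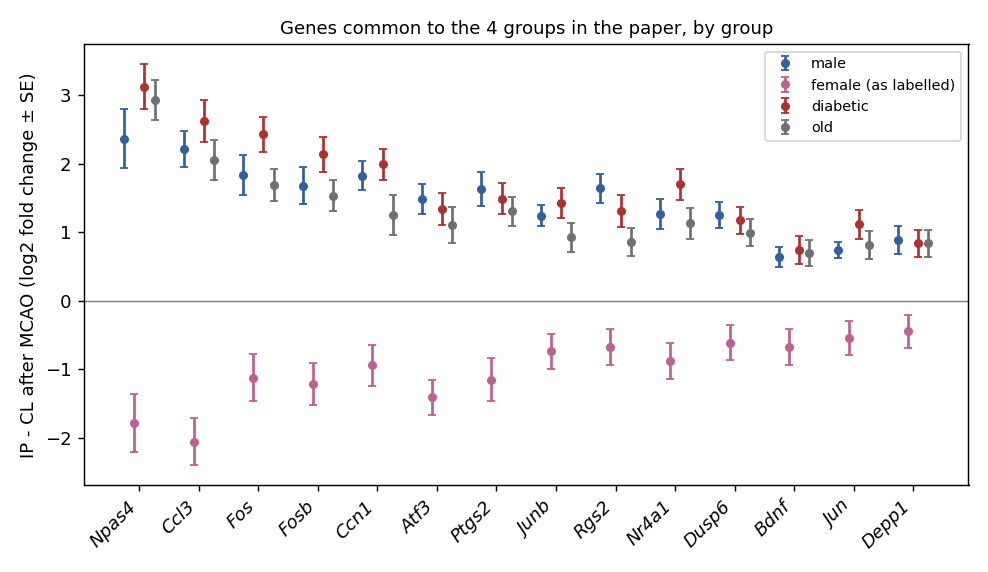
Log2 fold change (IP minus CL) of the 14 genes of Fig. 1 after MCAO in each group, with SE. Points above 0 are higher in the IP hemisphere. The 14 genes lie above 0 in male, diabetic and old mice and below 0 in the arrays labelled female.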

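Of the DEG found in 1 group alone, 637 were found in diabetic mice, 16 in old mice, 4 in females and 1 in males. With each mouse left out in turn the counts were 272 to 690, 7 to 24, 0 to 13 and 0 to 11 in the same order, and with no filter on the standard deviation 4291, 2, 1 and 1. When IP and CL were exchanged at random within MCAO mice, 1 of 100 splits, the real one, reached the diabetic count (highest other 394). For old mice, females and males 9, 21 and 7, with the real one, reached the count, so that chance is not excluded for these 3. The exchange removes the response of every group, so it does not test whether the diabetic DEG are particular to diabetic mice. The male gene was Cited2, a transcription cofactor, at 0.64 (SE 0.157, adjusted p = 0.239). The 16 in old mice included Ccrl2 at 0.97, Defb7 at 0.75 and Tnfrsf10b, a death receptor, at 0.81. A gene called in 1 group alone need not differ in its response from the other groups. Each group had its own filter on the standard deviation, so a gene called in 1 group may not have been tested in another. Of the 473 higher and 201 lower DEG of diabetic mice, 187 and 18 were tested in males, 321 and 94 in females, and 316 and 80 in old mice. Of the genes that Table S1 lists as found in 1 group alone, 29 of 29 measured here were called in diabetic mice and 4 of 4 in old mice, among them S100a8, S100a9 and Ccl7 in diabetic mice and Krtap12-1 and Dnajb13 in old mice. In males 1 of 16 was called, since 3 of them passed the filter on the standard deviation, and in females 1 of 26. Without male MCAO mouse 3 and sham mouse 1, left out after seeing the data, 41 genes were found in males alone.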

**Fig. 1:**
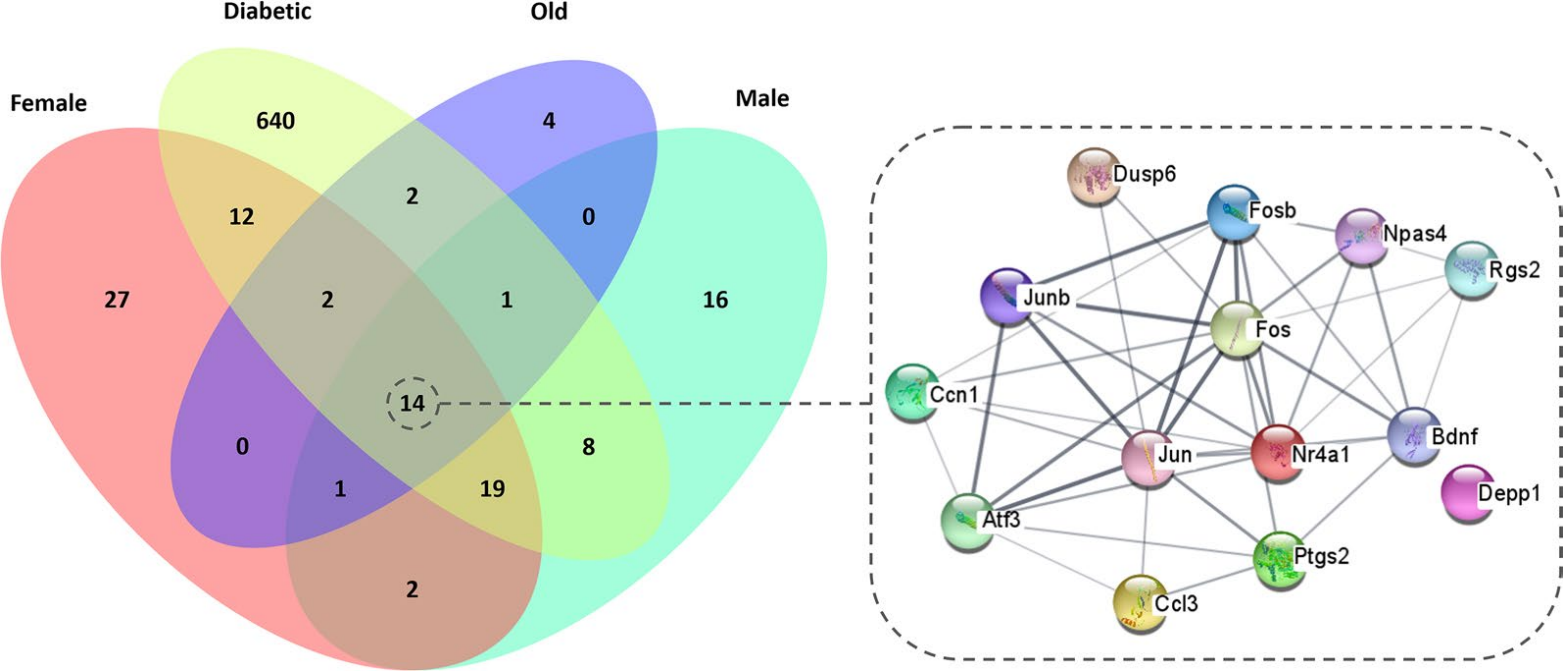
Venn diagram of differentially expressed genes in the ischemic brain (FDR < 0.25) in all studied groups. The 14 common differentially expressed genes are shown through a STRING network revealing the main interactions between molecules. The strength of the correlation between two genes (nodes) 20 is reflected by the thickness of the edge. Diabetic: diabetic young male mice; Female: young female mice; Male: young male mice; Old: aged male mice

The multi-omics pathway enrichment analysis was conducted on the integrated gene data to further understand transcriptomic alterations triggered by cerebral ischemia. Interestingly, this analysis pointed out enriched pathways on every single dataset but also enriched pathways that are only found through data integration that are not apparent in any single omics dataset independently [32]. This analysis identified several biological processes whose genes are significantly enriched within the hyperacute phase of cerebral ischemia. The top 20 enriched biological processes (sorted by p-value) and the number of DEG for each group are shown in Fig. 2A. We created an enrichment map that shows pathways whose genes are significantly enriched in transcriptomics datasets. Remarkably, the acute inflammatory response was the biological process that encompassed more DEG, followed by hematopoietic or lymphoid organ development, hemopoiesis, MAPK cascade and leukocyte differentiation. Moreover, the enrichment map of biological processes revealed 478 genes that were significantly enriched in 214 biological processes (Fig. 2B). Of these 214 biological processes, 39 were common in all groups, 14 were only dysregulated in *females*, 22 in *diabetics*, 8 in *olds*, 5 in *males* and 48 were found only in the integrated gene list of all groups (Fig. 2C). Furthermore, the main molecular functions of these DEG were related to phosphoprotein phosphatase activity, chemokine receptor binding, receptor ligand activity and transcription regulator activity, being this last one the molecular function with more DEG, especially in females (Fig. 3A–B).

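Gene lists fixed beforehand were set beside these processes, in place of Gene Ontology terms. Among NF-kappaB targets, genes of the inflammatory response, 7 of 19 rose in diabetic mice, 2 in old mice and 1 in males, with 12, 10 and 5 higher and 1, 1 and 0 lower when adjusted over the list alone. In diabetic mice these included Nfkbiz at 0.67 (SE 0.197, adjusted p = 0.0647), Nfkbid at 0.66 and Bcl2a1b at 0.59. By camera the list was higher in diabetic mice with an adjusted p of 7.9e-05, in old mice with 4.72e-06 and in males with 0.00011. With an estimated correlation the adjusted p was 0.0452 in diabetic mice and 0.0196 in males, and the call ended in old mice at an adjusted p of 0.103. Among 30 regulators of hemopoiesis, 8 rose in diabetic mice, 4 in old mice and 3 in males, and none fell. When adjusted over the list alone, 21, 6 and 9 were higher and 3, 1 and 3 lower. The members that rose were mostly immediate early genes also active in the brain, such as Fos, Junb, Egr1 and Zfp36, while Gata2, a factor of blood progenitors, was at −0.56 (SE 0.137) in males and was not tested there because of the filter. The list was higher in males, diabetic and old mice with adjusted p values of 3.29e-05, 6.91e-07 and 3.12e-06, and in old mice the adjusted p was 0.0707 with an estimated correlation. Among 22 genes listed for feedback on the MAPK cascade, 10 rose in diabetic mice and 2 in old mice. Gadd45g was at 1.74 (SE 0.234, adjusted p = 1.86e-06) and Dusp1 at 0.85 in diabetic mice. In the arrays labelled female the NF-kappaB list was lower, with an adjusted p of 0.000321 and an adjusted p = 0.206 with an estimated correlation.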

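Over the 32 lists, 14 passed an adjusted p under 0.05 in camera in males, all of them higher in IP. In diabetic mice 16 passed, 13 higher and 3 lower, in old mice 12, 10 higher and 2 lower, and in females 16, all of them lower in the arrays labelled IP. With the preset correlation the immediate early list had the smallest p in males, diabetic and old mice, and with an estimated one the vascular list had it in diabetic mice. Lists lower in diabetic mice were the respiratory chain, with a mean log2 fold change of −0.10 over 53 genes, neuron markers with −0.16 and microglia markers with −0.15, and in old mice markers of meninges with −0.26 and of striatal neurons with −0.13, the latter also lower in old sham mice with −0.18. With an estimated correlation 8 lists passed in males and 8 in diabetic mice, and none in females or old mice. In that setting the respiratory chain had an adjusted p of 0.386, neuron markers 0.178 and microglia markers 0.295 in diabetic mice, and the meninges list 0.317 and the striatal list 0.467 in old mice. In sham mice, 5 lists passed in males, 9 in females, 4 in diabetic and 7 in old mice, and none did with an estimated correlation.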

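Among the phosphatases, Dusp6, which acts on the MAP kinase ERK, had a log2 fold change of 1.17 (SE 0.203, adjusted p = 0.000212) in diabetic mice and 0.99 (SE 0.199, adjusted p = 0.00516) in old mice. It was at −0.62 (SE 0.256, adjusted p = 0.804) in the arrays labelled female. Of 26 chemokine genes, 6 rose in diabetic mice (15 when adjusted over the list alone, with 1 lower), among them Ccl7 at 1.11 (SE 0.212, adjusted p = 0.000938), Ccl4 at 0.99 and Ccl2 at 0.94. In males 1 rose and in females 1 fell. The chemokine list was higher in diabetic mice, with an adjusted p of 6.4e-05 and an adjusted p = 0.0452 with an estimated correlation, and did not pass in males at 0.207 or in old mice at 0.0802. Of the 32 immediate early genes, 20 rose in diabetic mice (29 when adjusted over the list alone) and none fell, with Fosb at 2.14 (SE 0.256, adjusted p = 1.45e-07), Egr4 at 1.64, Nr4a3 at 1.55, Junb at 1.43 and Ier2 at 1.20. With an estimated correlation the list's adjusted p was 0.0452 in diabetic mice, 0.0033 in males, 0.0588 in old mice and 0.206 in females.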

**Fig. 2:**
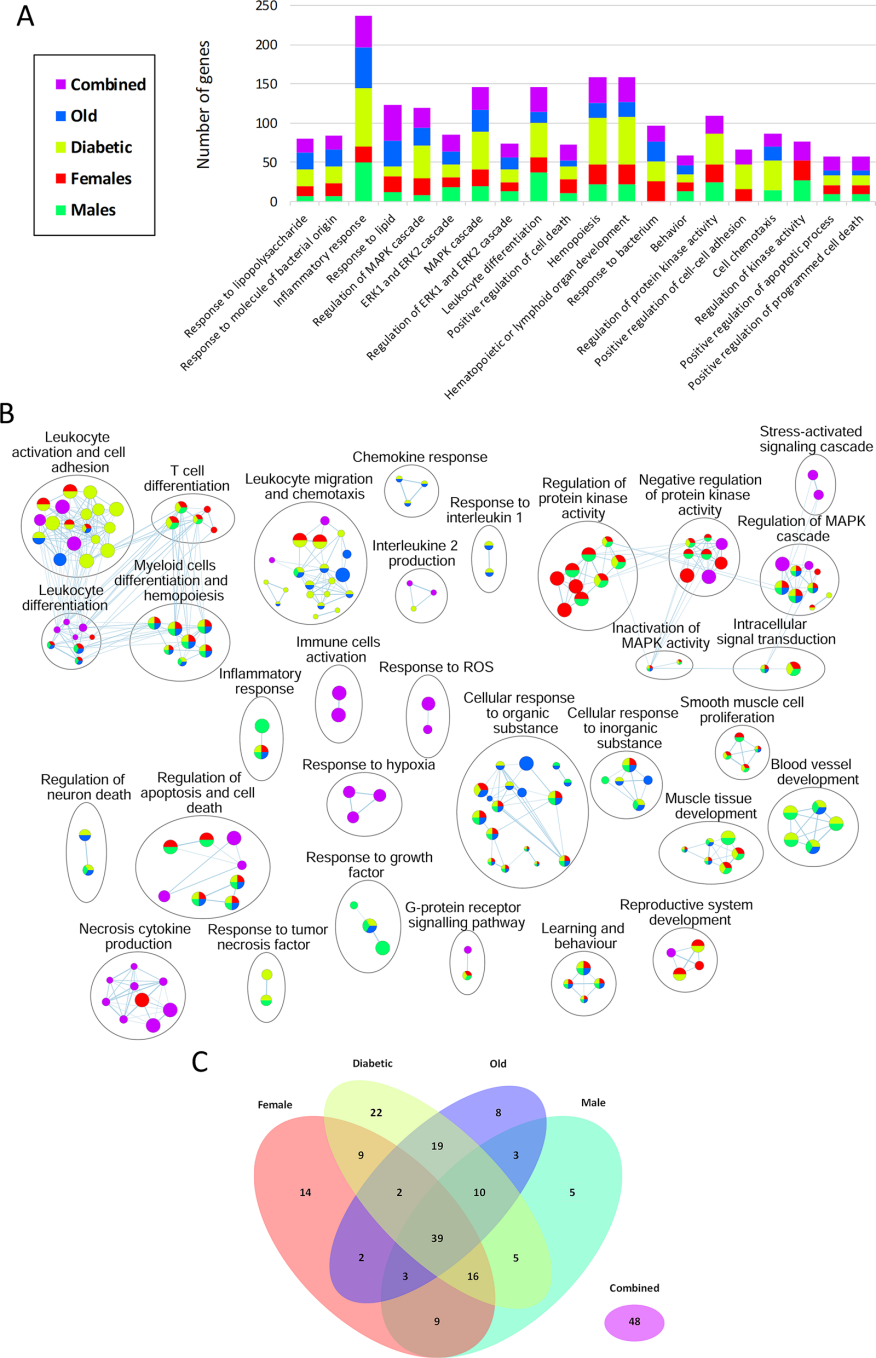
Pathway enrichment analysis revealing the main biological processes of differentially expressed genes in the brain 2 h after cerebral ischemia. **A** Top 20 enriched biological processes; bar plot showing the number of differentially expressed genes of each altered biological process, sorted by increasing p-value from left to right. Each color indicates the corresponding transcriptomic dataset, and the purple color (integromics) corresponds to a subset of enriched pathways with combined evidence that were only detected by integrating the data of all groups. **B** Enrichment map of biological processes altered acutely after ischemic stroke. Nodes in the network represent biological processes, and similar biological processes with many common genes are connected. Nodes are colored according to the supporting omics datasets. Only pathways with 2 or more nodes were represented. **C** Venn diagram of the enriched biological processes in all studied groups. Diabetic: diabetic young male mice; Female: young female mice; Male: young male mice; Old: aged male mice

**Fig. 3:**
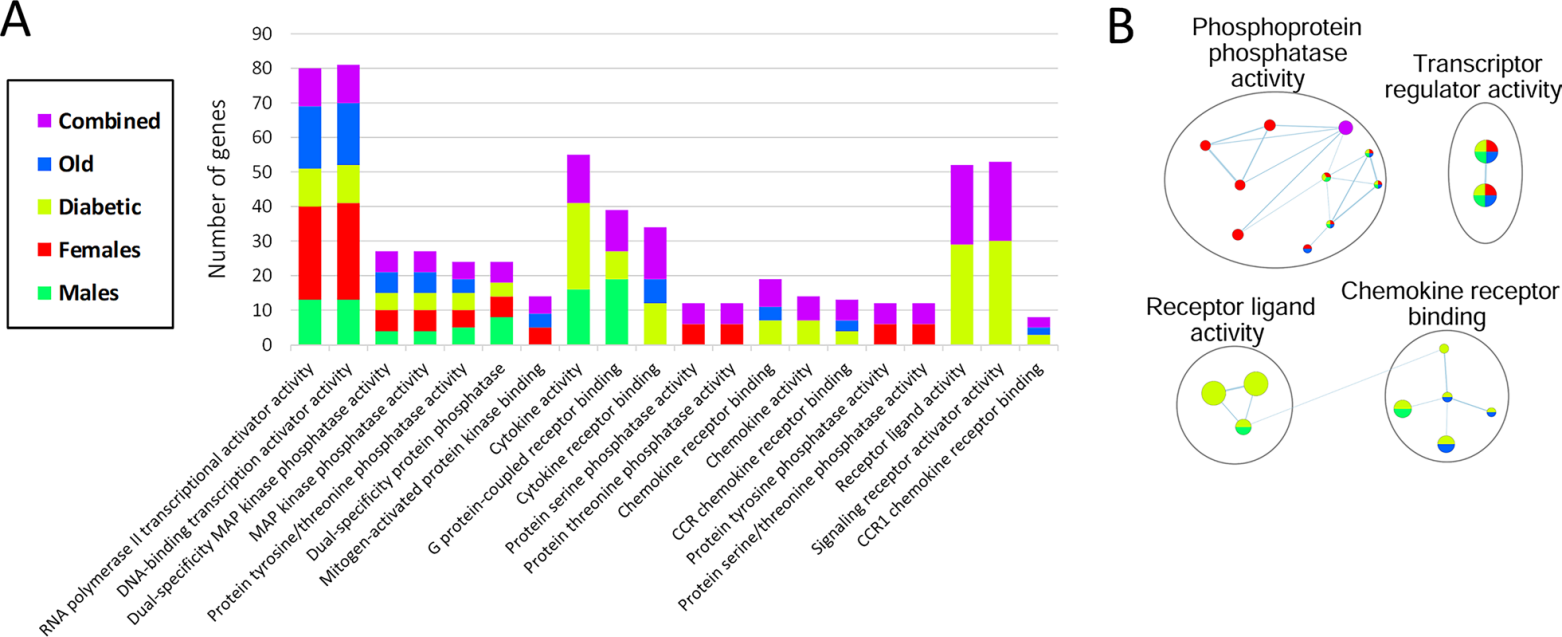
Pathway enrichment analysis revealing the main molecular functions of differentially expressed genes in the brain 2 h after cerebral ischemia. **A** Top 20 enriched molecular functions; bar plot showing the number of differentially expressed genes of each altered molecular function, sorted by increasing p-value from left to right. Each color indicates the corresponding transcriptomic dataset, and the purple color (integromics) corresponds to a subset of enriched pathways with combined evidence that were only detected by integrating the data of all groups. **B** Enrichment map of molecular functions altered after ischemic stroke. Nodes in the network represent molecular functions and similar molecular functions with many common genes are connected. Nodes are colored according to the supporting omics datasets. Diabetic: diabetic young male mice; Female: young female mice; Male: young male mice; Old: aged male mice

### Proteomics results

We also analyzed protein changes occurring early after cerebral ischemia in the brain using mass spectrometry. All samples in each group of animals passed the quality control. So, each group of animals included 8 ischemic animals and 4 sham-control animals.

After MCAO induction, 4 proteins were found to be differentially expressed between the IP and the CL brain regions in male mice (FDR < 0.25), 14 in *female* mice and 799 in *diabetic* mice. However, when comparing both regions, there were no differentially expressed (FDR < 0.25) proteins in *old* mice. Moreover, there were no proteins differentially expressed (FDR < 0.25) between the IP and the CL in sham animals of any of the groups. The top 15 proteins differentially expressed after cerebral ischemia for each group are shown in Table 2.

**Table 2:** Top 15 proteins differentially expressed (FDR < 0.25) between the ipsilateral hemisphere and the contralateral hemisphere 2 h after cerebral ischemia induction FDR false discovery rate; logFC Logarithmic fold change

Young male mice, *males*				Young female mice, *females*				Diabetic young male mice, *diabetic*				Aged male mice, *old*			
UNIPROT	logFC	P.Value	FDR	UNIPROT	logFC	P.Value	FDR	UNIPROT	logFC	P.Value	FDR	UNIPROT	logFC	P.Value	FDR
Q8CI32/Bag5	− 0.3250	2.82E-08	7.01E-05	Q8BKX1/Baiap2	0.4799	1.62E-05	0.0413	Q8VBY2/Camkk1	− 0.4021	1.55E-07	3.85E-04				
P11798/Camk2a	− 0.2119	9.70E-05	0.1205	Q8CGY8/Ogt	− 0.2743	1.29E-04	0.1068	O70433/Fhl2	− 0.6287	5.24E-07	6.51E-04				
Q6PHZ2/Camk2d	− 0.1114	3.09E-04	0.2427	Q920P5/Ak5	− 0.2659	1.43E-04	0.1068	Q62318/Trim28	− 0.2786	1.21E-06	0.0010				
O35927/Ctnnd2	− 0.0972	3.91E-04	0.2427	F6SEU4/Syngap1	0.4880	1.93E-04	0.1068	Q8R570/Snap47	− 0.4342	6.25E-06	0.0037				
				P68404/Prkcb	− 0.2485	2.09E-04	0.1068	P27005/S100a8	0.7479	7.42E-06	0.0037				
				P08414/Camk4	− 0.3514	4.61E-04	0.1680	P08414/Camk4	− 0.5602	9.31E-06	0.0039				
				Q9Z2Y3/Homer1	0.2486	5.01E-04	0.1680	Q64337/Sqtm1	− 0.4070	1.33E-05	0.0041				
				E9Q0K9/Elmod1	− 0.3820	5.27E-04	0.1680	Q9WV34/Mpp2	− 0.2949	1.34E-05	0.0041				
				Q8BFT9/Svop	0.2494	7.22E-04	0.2046	Q8BFR5/Tufm	− 0.3072	1.68E-05	0.0046				
				Q61329/Zfhx3	0.1805	8.62E-04	0.2200	Q8K0E8/Fgb	0.8275	1.99E-05	0.0049				
				Q8VEA4/Chchd4	0.2649	1.01E-03	0.2201	Q3UHD6/Snx27	− 0.5525	2.30E-05	0.0049				
				E9QK62/Ngef	− 0.2693	1.04E-03	0.2201	Q68FF6/Git1	− 0.4539	2.38E-05	0.0049				
				P97822/Anp32e	− 0.1824	1.19E-03	0.2332	Q920P5/Ak5	− 0.5258	2.73E-05	0.0052				
				O88737/Bsn	0.2131	1.28E-03	0.2332	P68404/Prkcb	− 0.2960	3.87E-05	0.0069				
								P04627/Araf	− 0.4653	4.54E-05	0.0070				

#### Integrative analysis of proteomic results

We aimed to identify common proteins dysregulated in the ischemic brain after stroke in all groups, as they will be playing a key role in stroke pathophysiology. However, we found no proteins differentially expressed shared between all the groups. Interestingly, females and diabetic mice were the only groups sharing dysregulated proteins, with 10 common proteins.

## Discussion

The present study identifies key transcriptomic and proteomic changes triggered acutely after cerebral ischemia in brain samples of mice of different groups: (1) young male mice, (2) young female mice, (3) aged male mice and (4) diabetic young male mice, through mass spectrometry and microarrays. Moreover, the transcriptomics data generated has been integrated and analyzed together to reveal molecules and pathways with key roles in the hyperacute phase of stroke pathophysiology.

To date, various studies have devoted their efforts to describe proteomic and transcriptomic changes that occur in the brain after stroke using mice models of cerebral ischemia. These studies have provided valuable knowledge that has contributed to a better characterization of stroke pathology. This better comprehension of the disease has aided in selecting new candidates to be studied as neuroprotectants and/or biomarkers [38–40]. However, the vast majority of these studies are performed in young healthy male mice, with relatively fewer studies using females, and anecdotic studies using mice with comorbidities and aged mice [10]. However, it has been demonstrated that the response triggered after a stroke is affected by sex, age and comorbidities [41, 42]. Importantly, it has been suggested that this lack of precision in representing the population mostly affected by stroke in pre-clinical studies, might be one of the reasons explaining the systematic failure in translating the promising neuroprotection results obtained in pre-clinical studies into the clinical setting [10, 43]. Taking all this into account, we aimed at evaluating similarities and differences in protein and gene changes triggered acutely after cerebral ischemia in mice of four different groups differing in sex, age and the presence of comorbidities to elucidate if these differences could explain the off-target molecules of choice when using standard young male models.

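The groups were also compared directly, on IP minus CL of each MCAO mouse in limma over 11099 genes. Between diabetic mice and males 975 genes differed at an adjusted p under 0.25, 454 with a higher and 521 with a lower value in diabetic mice, and 22 of them at an adjusted p under 0.05. Col11a1, a collagen gene, had a response of 0.51 in diabetic mice and −0.41 in males (difference 0.92, SE 0.160, adjusted p = 0.0191), Sinhcaf 0.87 and −0.17, and Uprt −0.75 and 0.20. Between old mice and males no gene passed (460 had an unadjusted p under 0.05). Between the arrays labelled female and males 152 genes differed, 101 of them lower in females, led by Atf3 with a difference of −2.89 (SE 0.441, adjusted p = 0.00238). Males were run in a separate set of experiments, so that a difference between males and another group cannot be told apart from a difference between the sets. Within the second set, diabetic mice and old mice differed in 39 genes, a comparison added after seeing the data. This count was 7 without old MCAO mouse 8, 474 without male MCAO mouse 3, 2 with only the 2 groups in the model, and 0 with the sham mice subtracted or without the mouse as a block. The count of 975 was 4 when the sham mice of each group were subtracted and 2 without the mouse as a block.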

Regarding the transcriptomics results, it is worth noting that the number of DEG after cerebral ischemia is similar between *males* and *females* (61 and 77 respectively), while in *old* animals the number of DEG is reduced to 24 and in *diabetic* animals there is an important increase up to 699. In this line, our results suggest that the post-ischemic expression level of transcripts might be attenuated with age. 

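For none of the genes of Fig. 1 did the difference between the response of old mice and that of males pass. For Npas4 the difference between old mice and males was 0.56 (SE 0.932, adjusted p = 0.951), for Fos −0.14 (SE 0.619, adjusted p = 0.978), for Junb −0.32 (SE 0.347, adjusted p = 0.928), for Ptgs2 −0.32 (SE 0.504, adjusted p = 0.951) and for Rgs2 −0.79 (SE 0.396, adjusted p = 0.928). The immediate early score differed by −0.0664 (adjusted p = 0.928, two-sided exact permutation test, 8 against 8 mice), less than the SD between mice of either group. A p above the threshold does not show that the groups responded alike. Old MCAO mouse 8 had a score of −0.396, the other old mice 0.179 to 1.22. From the smaller number of DEG in old mice, the paper proposes that the expression of transcripts after ischemia might be attenuated with age.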

In fact, an age-dependent decline in transcriptional homeostasis has been described before and is being extensively studied, although to date is poorly understood [44, 45]. On the contrary, the expression level of transcripts after cerebral ischemia could be exacerbated by the presence of comorbidities such as diabetes, indicating that cerebral ischemia might be altering a higher number of molecular processes and pathways in that latter group of animals.

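Scores of chemokines and of neutrophil markers were higher in diabetic mice than in males. The chemokine score, the mean IP minus CL difference over 26 chemokine genes, was 0.382 ± 0.114 (SD, n = 8) in diabetic MCAO mice and 0.105 ± 0.177 (SD, n = 8) in males, with a difference of 0.277 (p = 0.000155, adjusted p = 0.000775, two-sided exact permutation test), and it was above 0 in 8 of 8 diabetic and 6 of 8 male mice. The neutrophil marker score, over 21 genes, was 0.416 ± 0.184 (SD, n = 8) in diabetic mice and −0.0299 ± 0.217 (SD, n = 8) in males, with a difference of 0.446 (p = 0.000155, adjusted p = 0.000775, same exact permutation test). The immediate early score differed by 0.232 (adjusted p = 0.465, same test). In all, 15 score tests were made. Against old mice, added after seeing the data, the neutrophil score differed by 0.463 (adjusted p = 0.000933), the chemokine score by 0.191 (adjusted p = 0.0808) and the immediate early score by 0.298 (adjusted p = 0.29), by exact permutation tests adjusted over the 3. Diabetic mice also differ from the others in strain. From the larger number of DEG, the paper proposes that the expression of transcripts after ischemia could be exacerbated by diabetes.

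**Figure D3:**
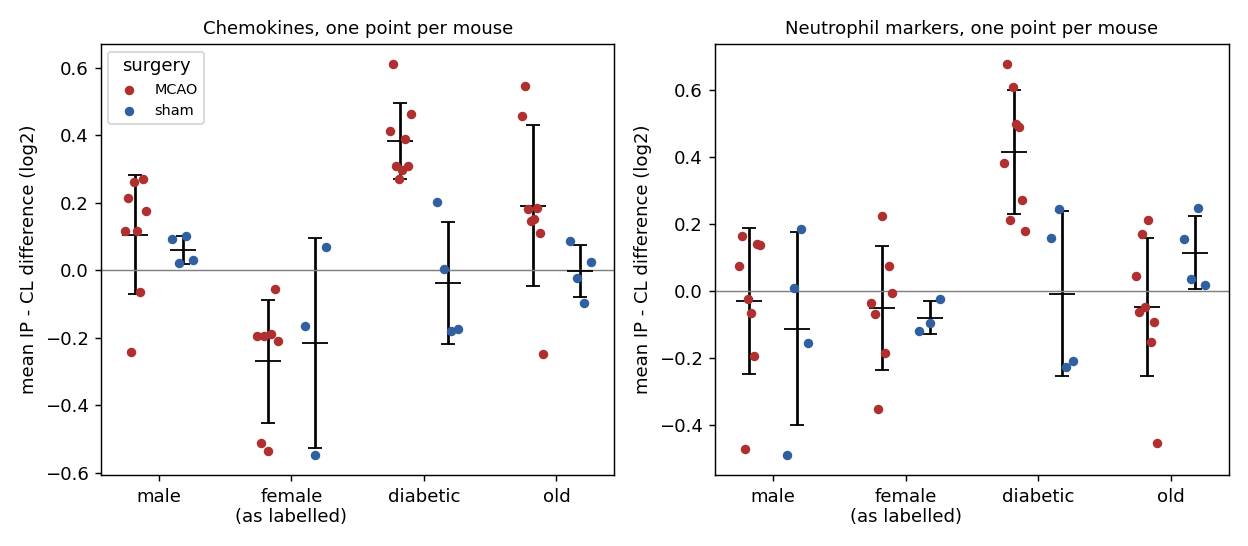
Chemokine score (left, 26 genes) and neutrophil marker score (right, 21 genes) of each mouse, as the mean IP minus CL difference in log2 signal, by group, after MCAO (red) and sham surgery (blue). Points are mice, and black bars give the mean and SD. In both panels all 8 diabetic MCAO mice lie above 0, from 0.271 to 0.611 for chemokines and from 0.179 to 0.678 for neutrophil markers.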

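Several genes stood out in males, diabetic and old mice alike. Npas4 had log2 fold changes of 2.37 (SE 0.433, adjusted p = 0.0209) in males and 3.12 (SE 0.327, adjusted p = 1.99e-08) in diabetic mice. Ccl3, a chemokine of monocytes and neutrophils, rose by 2.22 in males, 2.62 in diabetic mice (SE 0.304, adjusted p = 8e-08) and 2.05 in old mice (SE 0.290, adjusted p = 1.12e-05). Atf3, a stress-induced transcription factor, had 1.48 (SE 0.217, adjusted p = 0.00421) in males, 1.34 (SE 0.231, adjusted p = 0.000183) in diabetic and 1.10 (SE 0.258, adjusted p = 0.0264) in old mice. Nr4a1, an early nuclear receptor gene, had 1.27 (SE 0.217, adjusted p = 0.0122), 1.70 (SE 0.225, adjusted p = 1.54e-06) and 1.13 (SE 0.223, adjusted p = 0.00464). Ccl3 and Atf3 were each higher in 8 of 8 males and in 7 of 8 diabetic and 7 of 8 old mice. In the arrays labelled female, Atf3 was at −1.41 and lower in all 7 mice, and Nr4a1 was at −0.88 (SE 0.261, adjusted p = 0.318).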

Considering the top 15 genes that are differentially expressed in each group (regarding their FDR), most of them are common in all four groups and mainly encode for transcription factors, chemokines and GTPases, which are known to be key players during the hyperacute phase of cerebral ischemia [46–49]. For example, NPAS4 encodes for a transcription factor whose expression is induced in various brain insults, including cerebral ischemia [50, 51]. NPAS4 indeed has a neuroprotective role in cerebral ischemia, probably being involved in cell death and inflammatory response modulation [52]. In addition, CCL3 is an active mediator in cerebral post-ischemic inflammation, upregulated in the ischemic core [53], crucial for the induction of monocyte and neutrophil recruitment at inflammatory sites [54]. Moreover, upregulation of ATF3 transcript in the ischemic core during the hyper-acute phase has previously been described in young male mice [55]. In fact, this study revealed that ATF3 upregulation might be related to mechanisms underlying mitigation of the neurotoxicity at an early stage after ischemia. In the same line, it has been shown that NR4A1 mRNA expression is rapidly induced in the ischemic core in a rat model of focal cerebral ischemia [56, 57]. Besides, it is thought that NR4A1 plays an important role in the regulation of neuroinflammation and in neural apoptosis after ischemic stroke [58, 59].

From all the DEG, it is worth noting that 35 of them are shared between *males* and *females*, but 27 are exclusive for females and 16 for males, highlighting that divergences due to sex are an important factor to be considered. 

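Between males and females, 4 DEG were shared, with opposite signs in the arrays as labelled. The 14 genes of Fig. 1 each differed between females and males at an adjusted p under 0.25, from Jun at −1.28 (SE 0.311, adjusted p = 0.0527) to Ccl3 at −4.28 (SE 0.737, adjusted p = 0.00552). Pkp2 differed in the other direction by 1.53 (SE 0.277, adjusted p = 0.00552), with 0.86 in females and −0.67 in males. The immediate early score differed by −1.36 (adjusted p = 0.00233, two-sided exact permutation test, 7 against 8 mice) and the chemokine score by −0.376 (adjusted p = 0.00492, same test). When the mean score of the sham mice of each group was subtracted, these differences were −0.528 (adjusted p = 0.132) and −0.0996 (adjusted p = 0.364), and with the sham mice subtracted in limma no gene passed between females and males. The sham females as labelled had the reversed direction too. If their labels of surgery hold, this argues against an effect of sex on the response to occlusion alone as the whole cause. There were only 3 sham females, of which mouse 4 had an immediate early score of −0.103. The labels of the female arrays remain in doubt, so such an effect is not excluded.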

In fact, the existence of significant sexual dimorphism in stroke response has been described before. For example, genetic and epigenetic factors, differential activation of cell-death programs, cell-cell signaling pathways, and systemic immune responses have been proposed as contributors to sex differences in ischemic stroke [41]. Actually, various cell signaling pathways such as ischemia-induced cell death, mitochondrial metabolism and inflammation are different between males and females [60–62].

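Of the 49 DEG of old mice, 33 were also called in diabetic mice, males or females. Shared genes included Arc and Nr4a3, Tnf at 1.14 (SE 0.277, adjusted p = 0.0347), Apold1 at 0.77 and Depp1, which was higher in 7 of 8 old mice. Of those found in old mice alone, Fkbp11 and Gm9958 fell, together with Idi2 at −0.67 and Krtap12-1 at −0.76 (SE 0.219, adjusted p = 0.15), and Dnajb13, a sperm chaperone gene, was at 0.66 (SE 0.205, adjusted p = 0.247). At an adjusted p under 0.05, 5 genes were found in old mice alone.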

In reference to *old* mice, our results show that there is a significant reduction in the number of DEG after the insult, being most of the DEG shared with the other groups and only 4 of them exclusively dysregulated in *old* mice. Interestingly, a previous study exploring the effect of age on the transcriptional response to ischemic stroke, reported that aged mice differentially regulated more genes than young mice 3 days after the event [63]. 

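Aged and young males were compared by the size of their response 2 h after onset. Rgs2, a regulator of G protein signalling, was at 0.85 (SE 0.208, adjusted p = 0.0378) in old mice, Ccn1 at 1.25 (SE 0.293, adjusted p = 0.0264) and Zfp36 at 0.88 (SE 0.250, adjusted p = 0.142). The difference between old mice and males was −0.57 (SE 0.582, adjusted p = 0.928) for Ccn1 and −0.17 (SE 0.712, adjusted p = 0.978) for Ccl3. In both genes old mouse 8 lay far below the others, and without it the difference was −0.0127 (SE 0.471, adjusted p = 0.996) for Ccn1 and 0.392 (SE 0.640, adjusted p = 0.933) for Ccl3, so that the direction for Ccl3 depended on 1 mouse. The chemokine score was 0.191 ± 0.239 (SD, n = 8) in old mice and differed from that of males by 0.0860 (adjusted p = 0.578, two-sided exact permutation test), and the neutrophil marker score by −0.0178 (adjusted p = 0.928, same test).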

In the present study, we have found that within the hyperacute phase of the disease (2 h after the occlusion) aged animals have less DEG than their young counterparts, which might suggest that the transcriptional response to cerebral ischemia might be a slower process in aged mice, although at later time points the response might be exacerbated. Regarding the biological processes and molecular functions altered after ischemic stroke, we found clear differences between aged mice and the other groups regarding cell adhesion processes and regulation of protein kinase activity, which seem to be unaltered in aged animals. 

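Among 20 adhesion molecules of leukocytes and endothelium, none passed in old mice and none when adjusted over the list alone (adjusted p of the list in camera 0.225). None passed in males or females either, where 1 and 5 of the 20 lay above the filter on the standard deviation, against 6 in old and 7 in diabetic mice, and in diabetic mice 1 did, Icam1, the ligand of leukocyte integrins, at 0.56 (SE 0.209, adjusted p = 0.154). Icam1 in old mice was at 0.41 (SE 0.161), with 7 of 8 mice higher in IP, and was not tested because of the filter on the standard deviation. Of 22 genes listed for feedback on MAP kinases, Dusp6 and Rgs2 rose in old mice (15 genes when adjusted over the list alone). By camera the list was higher with an adjusted p of 6.23e-14 and an adjusted p = 0.0588 with an estimated correlation. The DEG of old mice also included Ptgs2 at 1.31 (SE 0.211, adjusted p = 0.000142) and Junb at 0.92.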

Protein kinases are involved in the majority of cellular pathways, especially cell signaling and signal transduction [64, 65]. In addition, cell adhesion processes are triggered after cerebral ischemia to mediate the infiltration of leukocytes into the brain parenchyma [66]. The fact that we did not find significant DEG involved in these two processes in aged mice, highlights the importance of further studying their relationship with aging and stroke response. In this regard, considering that aged patients have poorer outcomes and higher rates of mortality after stroke, pharmacologically modulating molecules involved in these biological processes during the hyperacute phase of the disease in the aged population might be an interesting approach to be evaluated in the future as neuroprotective strategies [67].

The presence of comorbidities such as obesity, diabetes and hypertension are known risk factors for ischemic stroke [16]. Moreover, patients with these comorbidities have poorer outcomes after cerebral ischemia [68–70]. We found that diabetic mice have a significant increase in the number of DEG after stroke, being 10 times higher than in the other groups, which might suggest that cerebral ischemia triggers the activation and modulation of an augmented number of biological processes in that group of animals. It has been reported before that after cerebral ischemia diabetic mice had pronounced systemic and vascular inflammation, augmented blood-brain barrier disruption, increased pro-inflammatory response, metabolic dysregulation, severe brain damage and worse neurological deficits [71–73]. 

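The count of DEG in diabetic mice depended on the number of mice. Over the 28 sets of 6 diabetic MCAO mice it ranged from 191 to 861 with a median of 334.5, and over the 28 sets of 6 old mice from 7 to 82 with a median of 24.5. Of the 674 DEG, 38 changed by more than 2-fold, and 181 changed the same way in all 8 mice. Genes with a large change in diabetic mice included Ptgs2 at 1.49 (SE 0.224, adjusted p = 2.03e-05), Btg2 at 1.43, Rgs2 at 1.31 and Zfp36 at 1.30. Over the 3215 genes tested in both groups, the median size of the log2 fold change was 0.212 in diabetic mice and 0.151 in old mice, and the median SD between mice was 0.620 and 0.569.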

Our results support this idea, given that the number of DEG in diabetic mice related to these biological processes is significantly higher than in the other groups. 

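Genes of these processes that rose in diabetic mice were Adm at 0.75 (SE 0.196, adjusted p = 0.0313) and P4ha1 at 0.62, targets of hypoxia-inducible factor, Cd14, an innate immune receptor, at 0.57, and Akap12, a scaffold of the blood-brain barrier, at 0.98 (SE 0.202, adjusted p = 0.00276). The number that rose was 6 of 24 cytokine genes in diabetic mice, 2 in old mice and none in males or females, and 11 of 19 vascular genes, 2 in old mice, 1 in males and none in females. These counts depend on the filter on the standard deviation, which 18 cytokine genes passed in diabetic mice and 1 in males, and 12 and 3 vascular genes. Of 20 hypoxia targets 3 rose in diabetic mice and 1 in old mice. These counts were not tested against each other.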

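Neutrophil markers rose in diabetic mice. S100a8, a calcium-binding protein of neutrophils, had a log2 fold change of 1.51 (SE 0.263, adjusted p = 0.000224) and was higher in 7 of 8 mice, and S100a9, its partner, had 1.41 (SE 0.225, adjusted p = 5.22e-05) and was higher in 8 of 8. Retnlg was at 1.12 and Hp at 0.99. Of 21 neutrophil markers 6 rose (11 when adjusted over the list alone) and none fell, and the list had an adjusted p of 5.32e-05 in camera and an adjusted p = 0.0452 with an estimated correlation. In old mice, males and females none of the 21 was called, where 15, 3 and 11 of them lay above the filter on the standard deviation, so that most were not tested in males. S100a8 was at 0.35 (SE 0.130) in males, 0.33 (SE 0.250, adjusted p = 0.864) in old mice and −0.14 in females. The neutrophil score differed between diabetic mice and females by 0.466 (adjusted p = 0.00233, two-sided exact permutation test, 8 against 7 mice). Of 16 lymphocyte markers 1 rose, Cd8a at 0.47 (SE 0.200, adjusted p = 0.214), and Cd4 fell. The lymphocyte list was higher as a whole, with an adjusted p of 0.0241 in camera and an adjusted p = 0.239 with an estimated correlation. Of 16 monocyte markers none passed. Of 12 red blood cell markers 4 were measured, and of these 1 rose, Alas2 at 0.56 (SE 0.205, adjusted p = 0.148), and 3 were higher and 1 lower over the list alone. The mice were perfused with cold saline before the brain was taken, and blood retained in the tissue was not tested as a source. The list of 20 adhesion molecules had an adjusted p of 0.0808.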

Interestingly, we found an increased number of DEG related to cell adhesion and leukocyte activation that were exclusively dysregulated in diabetic mice. In fact, it has been described that diabetic mice had an augmented number of infiltrating leukocytes in the brain after stroke, indicating that these cells might be responsible for the exacerbated ischemic brain injury in this group of animals [73].

The enrichment pathways analysis revealed that the inflammatory response and hemopoiesis were key biological processes involved in the animal differences. The inflammatory response triggered after the ischemic event plays an important role in the progression of stroke. It has been described that it has a dual role, as it exerts deleterious effects but also contributes to brain protection and repair of the damaged area [74–76]. 

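In males, genes of the inflammatory response that rose were Ccl3 and Ptgs2, and 5 of 19 NF-kappaB targets rose when adjusted over the list alone. In the arrays labelled female, 7 of the 19 were lower and none was higher over the list alone, and of 15 genes of prostaglandin synthesis and innate receptors 7 were lower and 1 was higher over the list alone. By camera the prostaglandin and innate receptor list was higher in males, with an adjusted p of 0.000416 and an adjusted p = 0.0594 with an estimated correlation, and lower in females, with 0.000219 and an adjusted p = 0.206 with an estimated correlation. The neutrophil marker score differed between females and males by −0.0206 (adjusted p = 0.928, two-sided exact permutation test, 7 against 8 mice).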

Our results show that *males* had a greater number of DEG related to this process than *females*. It has been shown that sex hormones can regulate the immune system, as the majority of immune cells have receptors for these molecules [77]. In the same line, progesterone has been associated with a reduction of pro-inflammatory cytokines, while depending on the context estrogen can either promote or inhibit the inflammatory response [78–80]. Moreover, diabetes and aging exacerbate inflammatory mechanisms, increasing the susceptibility of the blood-brain barrier to damage, consequently augmenting the risk of hemorrhagic transformation, reperfusion injury, and cerebral edema following stroke, and also countering endogenous resilience and recovery mechanisms activated after stroke [81, 82]. In this regard, there are various neuroprotective agents targeting inflammation that have shown promising results in pre-clinical studies but have failed in clinical translation, such as Anakinra, Enlimomab and Natalizumab [83]. Considering our results, it is plausible to think that the differences observed in the regulation of inflammatory response might be one of the possible reasons influencing the failure of translating the preliminary results obtained into the whole population.

Regarding hemopoiesis, various studies have revealed that acute cardiovascular events like myocardial infarction or stroke greatly impact hemopoiesis via sympathetic activation, glucocorticoid release, and the production of various proinflammatory molecules [84–86]. Indeed, the systemic number of innate immune cells acutely increases after stroke. It has been demonstrated that bone marrow hematopoietic stem cells (HSC) and downstream hemopoietic progenitors augment their activity after MCAO in mice, leading to an increased output of inflammatory monocytes and neutrophils [87]. However, it has been described that common cardiovascular risk factors such as arterial hypertension, hyperlipoproteinemia, and diabetes mellitus considerably alter hemopoietic processes [86]. In the same line, it has been demonstrated that age also influences hematopoiesis, given that stem cells become more poorly functional and there is a reduction in T-cell production, which may contribute to a decrease in immunity seen in the elderly [88]. Regarding sex differences, various studies revealed that sex hormones exert significant effects on hemopoiesis through selectively expressed receptors in various populations of stem/progenitor cells, controlling their self-renewal, differentiation, and proliferation [89]. Thus, considering that the inflammatory response and the hemopoiesis are key processes triggered after stroke, the differences described in these mechanisms depending on phenotypes might be ultimately influencing the stroke response, explaining the differences observed in the present study.

The proteomics results are in agreement with the ones found in transcriptomics. Diabetic animals had an enormous number of proteins altered in the ischemic core in comparison to all other groups, while in *old* animals we did not find any dysregulated protein, maybe due to the early time-point in which samples were obtained. Regarding *males* and *females*, we found a similar number of altered proteins in both groups, although it was higher in females, as observed in the transcriptomics results. In general, our results suggest that in the studied time-point genes had a higher contribution to the observed alterations triggered after cerebral ischemia than proteins. One possible reason for this might be the early time point (2 h after occlusion) in which we evaluated the changes triggered after ischemia. In this regard, performing a similar study and analysis at later time points will give complementary and valuable information to better characterize divergences and similarities in cerebral ischemia response between the studied groups. In addition to this, various biological reasons could be influencing the observed divergence between altered proteins and genes such as differential post-transcriptional mechanisms, the tight regulation of translation, and differences in the turnover of proteins and mRNAs [90–92]. Given the scarce amount of dysregulated proteins that we obtained in 3 of the studied groups, we were not able to perform an integrative analysis.

Altogether, we show robust data supporting differences in the molecular responses triggered by cerebral ischemia depending on the sex, age and the presence of comorbidities. These divergences might be one of the reasons explaining the choice of inappropriate therapeutic targets and the posterior failure in clinical translation of the main neuroprotective agents tested in pre-clinical studies up to the date. To improve future study designs to make clinical implementation more effective, the Stroke Therapy Academic Industry Roundtable (STAIR) published some recommendations to enhance the quality of preclinical research. Remarkably, these recommendations give special attention to the experimental model, species and strain selection and emphasize the necessity of considering both sexes when designing experiments. In addition, they highly advocate including animals with comorbidities such as diabetes, obesity or hypertension as well as aged animals in pre-clinical studies, to better represent the human population that most likely will suffer a stroke [17–19]. The results obtained in the present study robustly support the necessity of implementing these recommendations when designing pre-clinical studies to test neuroprotective agents. In this regard, molecules to be targeted in pre-clinical studies should be selected considering the differences and similarities that exist between groups. Moreover, the presence of molecules exclusively dysregulated in one group of animals might open the door to future studies directed towards personalized medicine in subcohorts of stroke patients. For example, if the functional analysis of molecules that are dysregulated in diabetic, *males* and *females* but not in *old* mice showed neuroprotective effects, a pharmacologic activation of these molecules in aged ischemic brains might improve the functional outcome in elderly stroke patients. Conversely, if one of the many molecules dysregulated in diabetic mice shows negative neurodegenerative or even neurotoxic functions, a pharmacological inhibition in diabetic ischemic brains could bear neuroprotective effects. This approach will definitely provide a personalized management of stroke patients, by treating each patient considering its clinical characteristics.

This study stands for some limitations that had to be considered. First, regarding the experimental design, ideally, young male mice should have been performed simultaneously with the other groups, to reduce inter-assay variability. In this line, to minimize the variability, each group of animals was analyzed separately and corrected by its own control samples. Second, in the present study, we have incorporated 4 different groups of animals differing in sex, age or the presence of diabetes. However, it would have been also interesting to include additional groups such as aged females, diabetic females or mice with other comorbidities such as hypertension to enrich the obtained information. Third, time extrapolations between mice and humans are poorly understood and not well established. A better comprehension of this equivalence is needed to better comprehend the implications of the results presented here. Moreover, the early time-point in which we have evaluated the changes triggered after ischemic stroke seems not to be the optimum to find proteomic divergences between groups. Finally, infarct volume was not assessed in the present study due to the lack of sensitivity of TTC (triphenyltetrazolium chloride) staining to determine the lesion volume 2 h after occlusion.

All in all, in the present study we have explored similarities and differences in protein and gene changes in the brain after cerebral ischemia depending on age, sex and the presence of diabetes. In this regard, we have revealed that the molecular response to stroke varies depending on the phenotype of the animals, reinforcing the necessity of following STAIR recommendations when designing future studies to improve “bench to bedside” translation.

## Supplementary Information

**Additional file 1: Table S1.** Top 30 differentially expressed genes (FDR<0.25) between the infarcted hemisphere and the contralateral healthy hemisphere 2 hours after cerebral ischemia induction exclusive from each group of animals.

## Data Availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [93, 94] partner repository with the dataset identifier PXD032141, and the transcriptomics data in the Gene Expression Omnibus (GEO) database with the dataset identifier GSE196266.

# Supplementary material for: Influence of sex, age and diabetes on brain transcriptome and proteome modifications following cerebral ischemia
**Source:** BMC Neurosci. 2023 Jan 27;24:7. doi: 10.1186/s12868-023-00775-7
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Top 30 differentially expressed genes (FDR<0.25) between the infarcted hemisphere and the contralateral healthy hemisphere 2 hours after cerebral ischemia induction exclusive from each group of animals.

**Supplementary material**

**Supplemental table S1.** Top 30 differentially expressed genes (FDR<0.25) between the infarcted hemisphere and the contralateral healthy hemisphere 2 hours after cerebral ischemia induction exclusive from each group of animals. FDR: false discovery rate; logFC: Logarithmic fold change.

| **Young male mice** | | | | **Young female mice** | | | | **Diabetic young male mice** | | | | **Aged male mice** | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **SYMBOL** | **logFC** | **P.Value** | **FDR** | **SYMBOL** | **logFC** | **P.Value** | **FDR** | **SYMBOL** | **logFC** | **P.Value** | **FDR** | **SYMBOL** | **logFC** | **P.Value** | **FDR** |
| Cldn20 | -0.7665 | 1.84E-04 | 0.0291 | Galnt12 | -1.1040 | 4.58E-05 | 0.0155 | S100a9 | 1.4113 | 2.29E-06 | 6.44E-04 | Fkbp11 | -1.0158 | 1.84E-04 | 0.0820 |
| Themis2 | 0.7839 | 1.97E-04 | 0.0302 | Olfr690 | -1.0280 | 4.99E-05 | 0.0158 | S100a8 | 1.5050 | 5.19E-06 | 1.14E-03 | Gm9958 | -0.9378 | 2.12E-04 | 0.0820 |
| Dgat2l6 | -0.6872 | 3.30E-04 | 0.0468 | Bcl2a1c | 0.8490 | 1.09E-03 | 0.1478 | Ccl7 | 1.1113 | 1.18E-05 | 2.22E-03 | Dnajb13 | 0.6565 | 1.14E-03 | 0.2467 |
| Gata2 | -0.6329 | 9.20E-04 | 0.1166 | Foxf1 | 0.7005 | 1.12E-03 | 0.1478 | Pstk | -0.9176 | 1.58E-05 | 2.77E-03 | Krtap12-1 | -0.7606 | 1.17E-03 | 0.2467 |
| Asb5 | -0.6768 | 1.02E-03 | 0.1245 | Tnfrsf10b | 0.8084 | 1.14E-03 | 0.1478 | Ccl2 | 0.9432 | 2.94E-05 | 4.25E-03 |  |  |  |  |
| Bmp15 | 0.6382 | 1.03E-03 | 0.1245 | Mmp10 | -0.8206 | 1.25E-03 | 0.1520 | Creb5 | 0.7937 | 3.27E-05 | 4.61E-03 |  |  |  |  |
| Cited2 | 0.6148 | 1.20E-03 | 0.1385 | Olfr492 | 0.9696 | 1.32E-03 | 0.1524 | Hp | 0.9923 | 3.90E-05 | 5.20E-03 |  |  |  |  |
| Ccl19 | -0.6130 | 1.60E-03 | 0.1655 | Slc25a25 | 0.5373 | 1.66E-03 | 0.1724 | Zdbf2 | 0.8195 | 5.38E-05 | 6.82E-03 |  |  |  |  |
| Inmt | -0.6311 | 1.71E-03 | 0.1703 | Gm13283 | 0.6909 | 1.67E-03 | 0.1724 | C2cd4d | 0.9371 | 1.04E-04 | 0.0120 |  |  |  |  |
| Pcsk1 | 0.5781 | 1.83E-03 | 0.1789 | Clca1 | 0.5786 | 1.74E-03 | 0.1765 | Gpr3 | 0.7008 | 1.18E-04 | 0.0130 |  |  |  |  |
| Otud1 | 0.5725 | 2.03E-03 | 0.1868 | Olfr577 | -0.6981 | 1.88E-03 | 0.1816 | Paxbp1 | 0.7046 | 1.24E-04 | 0.0131 |  |  |  |  |
| Cd163 | -0.5586 | 2.23E-03 | 0.1985 | Tekt4 | -0.6663 | 1.90E-03 | 0.1816 | Retnlg | 1.1193 | 1.45E-04 | 0.0145 |  |  |  |  |
| Zfp36l2 | 0.5582 | 2.23E-03 | 0.1985 | Ptger4 | 0.5667 | 1.97E-03 | 0.1850 | Nts | 1.1122 | 1.46E-04 | 0.0145 |  |  |  |  |
| Cenpp | 0.6483 | 2.38E-03 | 0.2042 | Cd14 | 0.7055 | 2.25E-03 | 0.2035 | Baz1a | 0.8028 | 1.47E-04 | 0.0145 |  |  |  |  |
| Clk1 | 0.5498 | 2.64E-03 | 0.2232 | Det1 | -0.6143 | 2.35E-03 | 0.2035 | Cdc42ep3 | 0.6720 | 1.48E-04 | 0.0145 |  |  |  |  |
| Serpina3j | -0.5403 | 2.87E-03 | 0.2382 | Spata4 | -0.6911 | 2.54E-03 | 0.2106 | Med18 | -0.7637 | 1.54E-04 | 0.0146 |  |  |  |  |
|  |  |  |  | Fbxo33 | 0.4942 | 2.58E-03 | 0.2106 | Nsun3 | -0.8242 | 1.55E-04 | 0.0146 |  |  |  |  |
|  |  |  |  | Trhr2 | -0.5152 | 2.79E-03 | 0.2113 | Lilrb4a | 1.1014 | 1.59E-04 | 0.0147 |  |  |  |  |
|  |  |  |  | Stil | 0.8193 | 2.80E-03 | 0.2113 | Plk4 | -0.7627 | 1.74E-04 | 0.0155 |  |  |  |  |
|  |  |  |  | Tas2r139 | 0.5987 | 2.80E-03 | 0.2113 | Sinhcaf | 0.8658 | 2.06E-04 | 0.0174 |  |  |  |  |
|  |  |  |  | Olfr401 | 0.6691 | 2.83E-03 | 0.2113 | Maff | 0.9657 | 2.32E-04 | 0.0190 |  |  |  |  |
|  |  |  |  | Erbb3 | 0.5773 | 2.83E-03 | 0.2113 | Adamts9 | 0.7490 | 2.57E-04 | 0.0206 |  |  |  |  |
|  |  |  |  | Arl5b | 0.5858 | 3.04E-03 | 0.2113 | Hmgb4 | 0.8023 | 2.76E-04 | 0.0216 |  |  |  |  |
|  |  |  |  | Klf4 | 0.5976 | 3.04E-03 | 0.2113 | Cxcl2 | 0.7927 | 2.89E-04 | 0.0222 |  |  |  |  |
|  |  |  |  | Fkbp5 | -0.4809 | 3.20E-03 | 0.2196 | Gdpgp1 | -0.8443 | 3.09E-04 | 0.0234 |  |  |  |  |
|  |  |  |  | Zwilch | -0.5154 | 3.52E-03 | 0.2380 | Zfp273 | -0.6387 | 3.18E-04 | 0.0237 |  |  |  |  |
|  |  |  |  | Fam78a | -0.6184 | 3.67E-03 | 0.2414 | Mreg | -0.7207 | 3.30E-04 | 0.0243 |  |  |  |  |
|  |  |  |  |  |  |  |  | Gm9930 | 0.8930 | 3.39E-04 | 0.0245 |  |  |  |  |
|  |  |  |  |  |  |  |  | Ehd3 | -0.6637 | 3.78E-04 | 0.0266 |  |  |  |  |
|  |  |  |  |  |  |  |  | Rab2b | -0.6580 | 4.06E-04 | 0.0279 |  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

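Brain tissue of 48 mice in 4 groups (male, female, diabetic and old) was measured on Clariom S Mouse arrays, with 1 array of the ipsilateral (IP) and 1 of the contralateral (CL) hemisphere of each mouse, 96 arrays in all and 24 per group. Each group had 8 mice with occlusion of the middle cerebral artery (MCAO) and 4 sham mice. The deposited values are log2 signals that the authors made with the Robust Multiarray Average algorithm (background adjustment, log2 transformation and quantile normalization) on each group on its own. The processing notes name the Affymetrix Expression Console without a version. No further normalization was applied for the main results, and since the groups were normalized apart, only IP minus CL within a mouse was compared between groups, apart from checks of sex and of probe names. The number of arrays limits the precision.

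Of 29129 probe sets, 19572 carried 1 gene symbol, none carried several and 9557 carried none, and the named ones stand for 19505 genes. Where several probe sets carried a symbol, the one with the highest mean stands for the gene. In the female, diabetic and old arrays the values of 8800 probe sets lay 3 rows below their names. They were moved back, which was checked on the correlation with the male arrays, on 22 brain marker genes, whose median percentile rose from 32.0 to 91.3 in females, from 31.8 to 86.8 in diabetic mice and from 32.2 to 91.8 in old mice (89.7 in males), and on Table 1. Female MCAO mouse 1, whose IP and CL columns were identical in more than 50% of the probe sets (all but 23), and female sham mouse 1, with a nearly constant CL column, were left out, so that 20 female arrays remained. The 2 male MCAO mice that the paper left out are not named in its text, and all 8 were used.

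The pairing of arrays was checked on the correlation, across genes, of each array's deviation from the mean of its hemisphere and surgery. Its median over the mice was 0.548 in male MCAO and 0.784 in male sham mice, 0.0259 and −0.0105 in the arrays labelled female, 0.0832 and 0.116 in diabetic mice and 0.112 and 0.121 in old mice. Between the arrays of different mice it was 0.413, −0.0531, −0.0094, 0.0184, −0.0182, −0.0275, −0.0303 and −0.0432 in the same order. Own pairs thus deviated together weakly in diabetic and old mice and not visibly in the arrays labelled female. In male MCAO mice arrays of different mice deviated together almost as much as own pairs. The male means included MCAO mouse 3 and sham mouse 1, which stood apart in both arrays, so the male values cannot be read as a result of pairing. The mouse was used as a block in all groups, since the paper's methods consider pairing.

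Models were fitted with limma 3.58.1 (statmod 1.5.0, data.table 1.17.8) in R 4.3.3, and tables, scores and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Within each group, MCAO and sham arrays shared a linear model with the mouse as a fixed block and empirical Bayes variances. It covered the 4893 named probe sets at or above the 75th percentile of the standard deviation over the group's arrays. The residual degrees of freedom were 10 in males, diabetic and old mice and 8 in females, and the prior degrees of freedom 4.86, 31.0, 36.1 and 63.1. Genes at a Benjamini-Hochberg adjusted p under 0.25 were called differentially expressed (DEG), and genes called in MCAO and sham mice with log2 fold changes less than 0.5 apart were discarded. Lists of DEG were compared by symbol. For the 5 comparisons between groups, a linear model of IP minus CL of each MCAO mouse was fitted over 11099 probe sets above the filter in at least 1 group, at an adjusted p under 0.25. A comparison of diabetic with old mice was added after seeing the data. Males were run in the first set of experiments and the other groups in the second.

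Scores per mouse were the mean IP minus CL difference over the measured genes of a list, for immediate early genes, chemokines and neutrophil markers. They were compared between groups by two-sided exact permutation tests, adjusted over 15 tests. A total of 32 gene lists, written beforehand, were tested with camera at a preset inter-gene correlation of 0.01, over all named probe sets, with the Benjamini-Hochberg method over the lists of a group and a threshold of 0.05, and again with an estimated correlation. Members below the filter could not be called as DEG and count as not passed. The lists covered immediate early genes, activity-regulated neuronal genes, MAP kinase feedback, heat shock, chemokines, cytokines, NF-kappaB targets, prostaglandin synthesis and innate receptors, adhesion, hemopoiesis, vascular response, hypoxia, the unfolded protein response, p53 targets, glucocorticoid targets, interferon response, respiratory chain, ribosomal proteins, and markers of neutrophils, monocytes, lymphocytes, red blood cells, microglia, astrocytes, neurons, striatal neurons, cortical neurons, oligodendrocytes, endothelium, choroid plexus, meninges and septal or hypothalamic neurons. They stand in place of the paper's Gene Ontology enrichment, which was not repeated.

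Genes named in the text followed a rule set beforehand. It took the genes of Table 1 and Fig. 1, whose values had been seen in the paper, the genes the paper's text names, the 10 largest rises and 5 largest falls among DEG that changed the same way in every mouse, up to 4 DEG of each list described, up to 3 sham genes with the smallest p, up to 4 genes per group of Table S1, and the 5 genes with the smallest adjusted p on each side of a comparison between groups. The few genes named outside this rule are marked in the text as chosen after their values were seen.

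The procedure was tested on simulated data with the spread of the real arrays, with 50 genes at each size of change. Changes of 0.5 on the log2 scale were recovered for 66% of genes in males, 32% in females, 38% in diabetic and 48% in old mice, and changes of 1 for 100%, 94%, 94% and 100%. Among the genes called, 0.543%, 31.4%, 40.9% and 17.5% were not changed. For the comparison of diabetic mice with males, 14% of changes of 0.5 and 88% of changes of 1 were recovered. There the mean of each group was removed before the changes were added, so unchanged genes could not be called. The 0 false calls therefore say nothing about false calls in the real comparison. The shares recovered also leave out the sampling error of the group means. With 1 list changed by 0.5 and the preset correlation, camera found that list and called 9 others, so that its calls are too many where genes are correlated, and the estimated correlation was used beside it.

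The alternatives set before the data were examined were no filter, a filter on the mean, an adjusted p under 0.05, arrays of one surgery only, no block, the block as a random effect, a trended and robust variance, quantile normalization within and over groups, sets of 6 mice, males without the 2 of lowest mean signal, leaving out each mouse, only 2 groups in a model, subtraction of the sham mice, the median over genes for scores, and the estimated correlation. Added after seeing the data were probe sets as deposited, all female arrays, and males without MCAO mouse 3, alone or with sham mouse 1. The proteomics part of the study was not analysed here.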

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

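Of the tests below, those of displaced probe sets, of an exchange of hemispheres in the female mice, of spread, number of mice and normalization in diabetic mice, and of the response of old mouse 8 were chosen only after the result was seen, as was the comparison of diabetic with old mice.

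Single mice stood far from the others of their group in 6 of 77 groups tested, where the test marks about 1 in 20 groups, or 3.85, by chance. In diabetic MCAO mice, Rgs2 was −0.696 in mouse 5 against 1.07 to 2.16 in the others. In the arrays labelled female it was 1.39 in mouse 8 against −1.65 to −0.669. Old MCAO mouse 8 had −2.67 for Ccn1 (others 0.918 to 2.4), −1.91 for Atf3 (0.787 to 2.07), −0.332 for Depp1 (0.63 to 1.45) and −1.85 for Ccl3 (2.0 to 3.11).

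The IP minus CL difference of old mouse 8 had a correlation of −0.0899 with the mean of the other old mice, where the lowest of the other mice had 0.0165. This does not decide whether its 2 arrays were exchanged, since an exchange would need a clearly negative value and the other mice were themselves close to 0. For a mouse without an ischemic response the values go both ways. Its mean over the 14 genes of Fig. 1, −0.432, and its immediate early score, −0.396, were close to the lowest of 4 old sham mice, −0.408 and −0.383, while over 18 vascular and 15 heat shock genes outside Fig. 1 its means, −0.753 and −0.522, lay below the lowest sham values of −0.116 and 0.0200. An exchange of its arrays, another wrong label and an absent response thus stay open, and without this mouse 72 genes were called in old mice in place of 49.

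Between the MCAO mice of 2 groups, the response differed in 152 genes for females against males, 975 for diabetic mice against males, 149 for old mice against females and 1508 for diabetic mice against females, at an adjusted p under 0.25. These counts fell under other settings. With the sham mice subtracted they were 0, 4, 1 and 291 in the same order, and without the block that keeps the pairing 24, 2, 18 and 101. With the group labels permuted in the main model, chance allocation of mice can be excluded for each of the 4 counts first given. The highest of the other splits gave 45, 6, 113 and 463, and 1 of 100 splits, the real one, was as large in each case. The permutation was not run under the other settings. It leaves open wrong hemisphere labels in the counts with females, and the separate set of experiments in those with males. For diabetic against old mice the real count of 39 was the second highest of 100 splits (2 as large, highest other 42). That comparison was added after seeing the data. Its count was 0 with the sham mice subtracted, 2 with only the 2 groups in the model and 7 without old MCAO mouse 8, so chance is not taken as excluded. For old mice against males the count was 0 (highest other 1), so that all 100 splits had to be as large and the test is void.

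The genes with the smallest adjusted p on each side were the following. Higher in females than in males were the differences of Pkp2 (1.53), Dennd2a (0.78), Polr3e (0.62), Zfp189 (1.16) and Trp53inp1 (0.97), and lower were Atf3 (−2.89), Slc25a25 (−0.96), Ccl3 (−4.28), Lonrf1 (−1.07) and Dusp6 (−1.86). Against males, diabetic mice were higher in Col11a1 (0.92), Sinhcaf (1.04), Nyx (0.99), Paxbp1 (0.71) and C2cd4d (1.25), and lower in Uprt (−0.95), Nsun3 (−1.02), Pstk (−1.22), Snx12 (−0.73) and Psmd5 (−0.78). Against females, old mice were higher in Ccrl2 (1.81), Atf3 (2.52), Ccl3 (4.11), Spry2 (0.85) and Ccl4 (1.86), and lower in Atad5 (−1.57), Fkbp5 (−0.84), Fkbp11 (−1.39), Arrdc2 (−0.92) and Zfp189 (−1.06). Diabetic mice differed from females upward in Slc25a25 (1.21), Thbs1 (2.55), Adamts1 (2.06), Ccl3 (4.68) and Atf3 (2.75), and downward in Zkscan4 (−1.95), Mreg (−1.12), Slc16a14 (−1.07), Pabpc5 (−1.46) and Uprt (−0.95).

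Scores per mouse differed between groups by exact permutation tests in 9 of 15 comparisons. When the mean of the sham mice was subtracted, 5 of these no longer passed, the 3 of the immediate early score and, for chemokines, those of females against males and of old mice against females. The immediate early score differed by −1.36 between females and males, by 1.29 between old mice and females and by 1.59 between diabetic mice and females. The chemokine score differed by −0.376 between females and males, 0.277 between diabetic mice and males, 0.462 between old mice and females and 0.653 between diabetic mice and females. The neutrophil marker score of diabetic mice exceeded that of males by 0.446 and that of females by 0.466. The sign of the female scores depends on the hemisphere labels, which are in doubt.

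The direction of the female response, opposite to that of the other groups, is not accounted for by displaced probe sets, since over 18 immediate early genes outside them the mean difference was −0.589. If each array carried the label of its neighbour, the CL array of a mouse would pair with the IP array of the next. That correlation was −0.0322, against 0.0308 for pairs as labelled, and 1 in 20 random pairings exceeded 0.0378. The test is weak, since own pairs of diabetic mice, at 0.07005, also lay below their limit of 0.07032. Those of old mice lay above it, at 0.1026 against 0.06338. With this reading 15 of 15 female genes of Table 1 had the paper's sign (root mean square difference 0.255). With hemispheres exchanged in every MCAO mouse 15 of 15 had it too (0.444). The IP and CL columns alternate, so both readings reverse the sign, and the sign does not tell them apart. The reading with the label of the neighbour is thus not decided. An exchange of hemispheres in every mouse is argued against as the whole cause by the sham mice, whose mean score was −0.845, with 2 of 3 beyond the 0.383 that 12 other sham mice did not exceed in size. The same sham value argues against an effect of sex on the response to occlusion alone only if the labels of surgery hold, so it does not exclude one. The paper's values for the 15 female genes of Table 1 have the other sign. A mix-up of arrays across mice and surgeries stays open, as does, untested, a difference between the sexes present after either surgery.

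The larger number of DEG in diabetic than in old mice was weighed in the same way. It does not rest on 1 or 2 diabetic mice. The lowest count over sets of 6 diabetic mice was 191, and the highest over sets of 6 old mice was 82. Each set left out only 2 mice, so a source in more mice was not tested. A smaller spread does not account for the larger number, since the median SD of diabetic mice was 1.09 times that of old mice. After quantile normalization the counts were 477 and 52. Diabetes and the strain of the diabetic mice, which differs from that of the old mice, cannot be separated in this design. Both stay open as untested. Array quality was not tested as a source and stays open too. The IP arrays of diabetic MCAO mice 1, 2, 4 and 5 had median correlations of 0.976 to 0.980 with the group. Their CL arrays had 0.984 to 0.988, and the IP arrays of mice 3, 6, 7 and 8 also had 0.984 to 0.988.

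The following gene lists, for which the paper gives no result as lists, were higher in IP, both with the preset and with the estimated correlation. In males the mean log2 fold change was 0.529 for activity-regulated neuronal genes, 0.359 for heat shock genes, 0.362 for vascular genes and 0.158 for hypoxia targets. In diabetic mice it was 0.57 for activity-regulated genes, 0.697 for vascular genes and 0.416 for neutrophil markers. None of these lists passed in the sham mice of the 2 groups, with 4 mice each. In male sham mice the means were 0.149 for activity-regulated genes, 0.174 for heat shock genes, −0.0186 for vascular genes and 0.0370 for hypoxia targets.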

How the results depend on the processing

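The settings with probe sets as deposited, with all female arrays, and without male MCAO mouse 3, alone or with sham mouse 1, were chosen after seeing the data, as was the count for diabetic against old mice. Counts within 1.5 times the value above were taken as unchanged. Of the single genes named among the DEG, none passed in the opposite direction in the settings checked. The other DEG, the settings with each mouse left out and that with probe sets as deposited were not checked for this. The 15 score comparisons kept their side of the threshold when each mouse was left out in turn and with the median over the genes. Below, a value is the number of DEG, genes or lists under the setting, and the cause of a change was not tested.

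With no filter on the standard deviation, DEG numbered 1 in female MCAO, 3 in female sham, 4321 in diabetic and 8 in old mice, common DEG 0, DEG shared by males and females 0, exclusive DEG 1 in females, 4291 in diabetic and 2 in old mice, and differing genes 301 for females against males, 1726 for diabetic mice against males and 2526 for diabetic mice against females. With a filter on the mean they were 33 in male MCAO, 0 in male sham, 0 in female MCAO, 3136 in female sham, 3964 in diabetic and 194 in old mice, common 0, shared 0, and exclusive 0 in females, 3824 in diabetic and 64 in old mice. At an adjusted p under 0.05 they were 0 in male sham, 7 in female sham, 99 in diabetic and 26 in old mice, exclusive 0 in males, 2 in females, 75 in diabetic and 5 in old mice, and differing genes 50 for females against males, 22 for diabetic against males, 28 for old against females, 273 for diabetic against females and 1 for diabetic against old.

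With the arrays of one surgery only they were 0 in male sham, 29 in female MCAO, 15 in female sham and 1 in old sham, common 11, shared 11, and exclusive 6 in males and 12 in females. With no block for the mouse, which drops the pairing, they were 0 in male MCAO, 0 in male sham, 3 in female MCAO and 41 in female sham, common 0, shared 0, exclusive 0 in males, 1 in females and 9 in old mice, and differing genes 24 for females against males, 2 for diabetic against males, 18 for old against females, 101 for diabetic against females and 0 for diabetic against old. With the block as a random effect they were 3 in male sham, 4 in female MCAO and 29 in female sham, common 2, shared 2, and exclusive 0 in males and 1 in females. With a trended and robust variance they were 103 in female sham, 74 in old MCAO and 2 in old sham, common 0, shared 0, and exclusive 0 in males and 29 in old mice.

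With quantile normalization within groups, DEG numbered 13 in male MCAO and 0 in male sham, and exclusive male 0. With quantile normalization of all arrays together, differing genes were 407 for diabetic against males, 71 for old against females, 495 for diabetic against females and 0 for diabetic against old. Over sets of 6 mice the median was 13 in male, 334.5 in diabetic and 24.5 in old MCAO mice. Without the 2 males of lowest mean signal there were 12 in male MCAO and 0 in male sham, exclusive male 0, and 22 for diabetic against old. With only the 2 groups in the model, differing genes were 90 for females against males, 194 for diabetic against males, 520 for diabetic against females and 2 for diabetic against old. As a difference of differences against sham mice they were 0 for females against males, 4 for diabetic against males, 1 for old against females, 291 for diabetic against females and 0 for diabetic against old. Minus the mean of the sham mice, the immediate early score differed by −0.528 for females against males, 0.566 for old against females and 0.723 for diabetic against females, and the chemokine score by −0.0996 for females against males and 0.249 for old against females, none of them past the threshold. With the estimated correlation, the lists called were 8 in males, 0 in females, 8 in diabetic and 0 in old mice.

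Without male MCAO mouse 3, exclusive male DEG numbered 3, and differing genes 2501 for diabetic against females and 474 for diabetic against old. Without it and sham mouse 1, there were 90 DEG in male MCAO mice and 41 exclusive male DEG. With all female arrays there were 0 in female MCAO and 4798 in female sham, common 0, shared 0, exclusive female 0, and differing genes 1694 for diabetic against males and 67 for diabetic against old. With probe sets as deposited, exclusive male DEG were 10, common 2, shared 2, and differing genes 10 for old against males and 71 for diabetic against old.

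Leaving out each mouse in turn gave 14 (without male MCAO mouse 4) to 39 (without male sham mouse 1) DEG in male MCAO, 0 to 1 in male sham (0 without male sham mouse 1), 3 (without female MCAO mouse 3) to 27 (without female sham mouse 3) in female MCAO, 3 (without female sham mouse 3) to 616 (without female sham mouse 4) in female sham, 306 (without diabetic MCAO mouse 2) to 725 (without diabetic MCAO mouse 8) in diabetic MCAO, 0 to 0 in diabetic sham, 30 (without old MCAO mouse 1) to 72 (without old MCAO mouse 8) in old MCAO and 0 to 2 in old sham mice (2 without old sham mouse 3). Common DEG were 1 (without female MCAO mouse 5) to 9 (without female sham mouse 2), shared DEG 1 to 9 without the same mice, and exclusive DEG 0 (without male MCAO mouse 1) to 11 (without male sham mouse 1) in males, 0 (without female sham mouse 4) to 13 (without female MCAO mouse 6) in females, 272 (without diabetic MCAO mouse 2) to 690 (without diabetic MCAO mouse 8) in diabetic and 7 (without old MCAO mouse 2) to 24 (without old MCAO mouse 8) in old mice. Differing genes were 101 (without female MCAO mouse 3) to 253 (without female MCAO mouse 8) for females against males, 0 to 1 (without male MCAO mouse 2) for old against males, 317 (without diabetic MCAO mouse 4) to 1322 (without diabetic MCAO mouse 8) for diabetic against males, 73 (without female MCAO mouse 3) to 225 (without female MCAO mouse 8) for old against females, 999 (without female MCAO mouse 2) to 2501 (without male MCAO mouse 3) for diabetic against females, and 7 (without old MCAO mouse 8) to 474 (without male MCAO mouse 3) for diabetic against old. The range of the score comparisons was −1.54 to −1.25, −0.144 to 0.0921, 0.154 to 0.359, 1.18 to 1.48 and 1.48 to 1.78 for immediate early genes, −0.425 to −0.331, 0.0355 to 0.149, 0.227 to 0.301, 0.411 to 0.524 and 0.608 to 0.689 for chemokines, and −0.0839 to 0.0297, −0.0810 to 0.0401, 0.382 to 0.479, −0.0475 to 0.0608 and 0.416 to 0.512 for neutrophil markers, each in the order females against males, old against males, diabetic against males, old against females and diabetic against females.

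Calls of single genes named among the DEG depended on the setting. Of 64 in diabetic mice all kept the call without the filter and 62 without the block, of 37 in old mice 5 and 28, of 17 in males 16 and 0, and of 6 in females 0 and 2. At an adjusted p under 0.05, 46, 21, 15 and 3 kept it in the same order, with the block as a random effect 62, 35, 17 and 2, and with quantile normalization 62 of 64, 37 of 37, 10 of 12 and 6 of 6.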

Differences from the paper's values

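In this part, the males without MCAO mouse 3 and sham mouse 1 and the 2 other readings of the female columns were chosen only after the result was seen. The paper reports 61 DEG after MCAO in males, and 21 were found here. Here 8 male and 7 female MCAO mice were used, against 6 and 8 in the paper. None of the alternatives set before the data were examined came within 1.5 times the paper's count. Leaving out MCAO mouse 3 and sham mouse 1, a setting chosen after seeing the values, gave 90, within 1.5 times. It called 15 of the 15 male genes of Table 1, with Egr2 and Hspa1a, which did not pass above, and 14 of 16 of Table S1, so that 2 of the paper's called genes dropped. For females the paper reports 77 DEG and 9 were found here, and no alternative set beforehand came within. For old mice the paper reports 24 and 49 were found here. An adjusted p under 0.05, no block for the pairing of a mouse's arrays, and the median over sets of 6 mice came within. Leaving out MCAO mouse 1, 2 or 5 also did, with 30, 31 and 30. No filter, a filter on the mean, arrays of one surgery, a random block, a trended and robust variance and quantile normalization did not.

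After sham surgery the paper reports 8 DEG in females and 63 were found here. An adjusted p under 0.05 came within, and the other alternatives set beforehand did not. Leaving out each mouse, which gave 3 to 616, was not compared with the paper's count. In male sham mice the paper reports none and 1 was found here, and none with a filter on the mean, an adjusted p under 0.05, arrays of one surgery, no block for the pairing, quantile normalization or without the 2 males of lowest mean signal. The paper states that no gene was shared between female MCAO and sham mice, and 6 were here.

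The paper reports 14 DEG common to the 4 groups and 4 were found here. With arrays of one surgery the count came within, at 11, and the other alternatives set beforehand did not. Exclusive DEG were 16 in males in the paper and 1 here. Leaving out male sham mouse 1 gave 11, which came within, and no alternative set beforehand other than leaving out a mouse did. In females they were 27 in the paper and 4 here, with no alternative set beforehand within. In old mice the paper reports 4 exclusive DEG and 16 were found here, within only at an adjusted p under 0.05. DEG shared by males and females were 35 in the paper and 4 here, with no alternative set beforehand within.

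The 15 female genes of Table 1 had the opposite sign. The paper's log2 fold changes and those found here were 1.4557 and −1.41 for Atf3, 1.5976 and −1.15 for Ptgs2, 1.1296 and −0.85 for Ccrl2, 1.5602 and −1.12 for Fos, 2.1777 and −2.06 for Ccl3, 2.2737 and −1.79 for Npas4, 1.0314 and −0.82 for Adamts1, 1.3156 and −0.95 for Ccn1, 1.0643 and −0.88 for Nr4a1, 1.5493 and −1.22 for Fosb, 0.888 and −0.67 for Rnd3, 1.1871 and −0.88 for Rgs1, 1.0496 and −0.72 for Gadd45g, 0.8763 and −0.62 for Dusp6, and −1.104 and 0.71 for Galnt12. No alternative set beforehand gave the paper's sign. With IP and CL exchanged in every female MCAO mouse, or with each female MCAO array given the label of the column before it, 2 readings chosen after seeing the values and not used elsewhere, 15 of 15 had the paper's sign and none equalled it to 4 decimals, with root mean square differences of 0.444 and 0.255.

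The paper's statement that old mice have fewer DEG than young males went the other way here, with 49 and 21. It held with no filter on the standard deviation, set beforehand, with 8 in old mice and 30 in males. It also held against males without MCAO mouse 3 and sham mouse 1, a choice made after seeing the values. The paper writes that adhesion and protein kinase regulation seem to be unaltered in old mice. In the lists used here no adhesion gene was called. Of 22 genes listed for feedback on MAP kinases 2 were, Dusp6 and Rgs2, the latter a regulator of G protein signalling. The P values of Table 1 for diabetic and old mice, unlike its log2 fold changes, were not those of the model used here, so that the paper's model differed from it. The paper states that the number of DEG is similar in males and females, and that males had more DEG of the inflammatory response. Of 19 NF-kappaB targets, 1 was called in each, higher in males and lower in the arrays labelled IP of females. These 19 genes are not the Gene Ontology process that the paper counted, so they do not test its statement on inflammation. The count of diabetic mice, the largest in the paper, was also the largest here, and the 15 genes of Table 1 for diabetic and for old mice equalled the paper's to 4 decimals.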

Other observations

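No test in this part was chosen only after the result was seen. Genes that follow neuronal activity were higher in IP tissue of males and diabetic mice, and in old mice only with the preset correlation. Of 19 such genes, 2 were called in males, 10 in diabetic and 3 in old mice (18, 17 and 17 when adjusted over the list alone), with adjusted p values in camera of 1.26e-19, 7.33e-14 and 8.21e-17, and with an estimated correlation 0.00472, 0.0355 and 0.0742. Nptx2, which clusters receptors at synapses, was at 0.94 (SE 0.207, adjusted p = 0.00524) in diabetic and 0.66 (SE 0.192, adjusted p = 0.152) in old mice, and Nfil3, a transcription repressor, at 0.88 (SE 0.199, adjusted p = 0.00722) in diabetic mice. In females none was called, and 14 were lower over the list alone (adjusted p 7.36e-11, estimated 0.206). Of 15 heat shock genes, none was called in males, 4 rose in diabetic and 2 in old mice (4, 8 and 6 over the list alone, with 0, 2 and 0 lower), and the 2 that passed downward in females were discarded for a similar change in their sham mice. Beside Hspa1a and Hspa1b, Dnajb1 at 0.625 (SE 0.212, adjusted p = 0.118) and Hspb1 at 0.56 (SE 0.213, adjusted p = 0.161) rose in diabetic mice. The adjusted p values were 1.15e-06, 0.00807, 3.21e-07 and 0.00367 in males, diabetic, old mice and females, and 0.0203, 0.295, 0.0588 and 0.547 with an estimated correlation.

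Markers of oligodendrocytes were higher in the IP hemisphere of diabetic mice, all 13 over the list alone, with a mean of 0.27 (adjusted p = 4.47e-06, estimated 0.238) and none called over all genes, and in old sham mice the mean was 0.268 (adjusted p = 2.91e-06, estimated 0.88). Endothelial markers had a mean of 0.181 (adjusted p = 0.00533, estimated 0.238) in diabetic mice, and markers of cortical neurons 0.0904 (adjusted p = 0.00457, estimated 0.146) in old mice. None of these passed with an estimated correlation, and unequal dissection of the hemispheres was not tested. Of septal and hypothalamic markers, Nts was called in males and in diabetic mice at 1.11 (SE 0.240, adjusted p = 0.00476), in males with a similar value after sham surgery, and the list did not pass (0.654 in males, 0.751 in diabetic, 0.986 in old mice, 0.641 in females).

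For the remaining lists few genes were called. Adjusted p values in camera are given for males, females, diabetic and old mice in turn. They were 0.00923, 0.00926, 0.0644 and 0.00976 for 20 hypoxia targets, 0.208, 0.574, 0.181 and 0.16 for 18 genes of the unfolded protein response, 0.00967, 0.541, 0.626 and 0.134 for 17 p53 targets, 0.666, 0.35, 0.212 and 0.16 for 18 glucocorticoid targets and 0.514, 0.561, 0.581 and 0.891 for 18 interferon genes. For ribosomal proteins, of which 47 of 69 were measured, they were 0.000274, 6.69e-09, 0.34 and 0.0802, for red blood cell markers, with 4 of 12 measured, 0.284, 0.627, 0.31 and 0.533, for choroid plexus markers, with 11 of 14 measured, 0.867, 0.521, 0.315 and 0.08, for monocyte markers 0.584, 0.971, 0.315 and 0.147, for lymphocyte markers 0.288, 0.971, 0.024 and 0.614, and for astrocyte markers 0.181, 0.222, 0.411 and 0.255. The oligodendrocyte list had 0.0107 in males, 0.0114 in females and 0.0592 in old mice, the endothelial list 0.13, 0.00499 and 0.0551, and the cortical list 0.0878, 0.495 and 0.776 in males, females and diabetic mice. With an estimated correlation, of the lists of this paragraph only hypoxia in males passed, at 0.0387.

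Lists described in part above had these further adjusted p values. In males they were 1.04e-09 for vascular genes (1 of 19 rose, estimated 0.0172), 1.95e-06 for the respiratory chain (estimated 0.439), 0.126 for cytokines, 0.757 for neutrophil markers, 0.689 for adhesion molecules, 0.142 for microglia, 0.0708 for neurons, 0.00177 for striatal neurons (estimated 0.194) and 0.302 for meninges. In the arrays labelled female, with lower values in IP except for neurons and striatal neurons, they were 1.48e-06 for vascular genes (13 of 19 lower and 1 higher over the list alone), 1.63e-09 for MAP kinase feedback (13 of 22), 1.36e-05 for chemokines, 0.000858 for hemopoiesis, 0.000321 for the respiratory chain, 0.0597 for cytokines, 0.453 for neutrophil markers, 0.0284 for adhesion molecules and for microglia, 0.574 for neurons, 0.495 for striatal neurons and 0.0837 for meninges, and none passed with an estimated correlation. In diabetic mice they were 0.0808 for prostaglandin synthesis and innate receptors, with 15 of 20 members measured and 2 that rose, 0.751 for striatal neurons and 0.881 for meninges, with 1 gene called in each. In old mice they were 3.47e-05 for vascular genes (2 rose, estimated 0.317), 0.00207 for cytokines (2 rose, estimated 0.208), 0.0655 for prostaglandin synthesis and innate receptors (2 rose), 0.682 for neutrophil markers, 0.468 for the respiratory chain, 0.16 for microglia and 0.614 for neurons.

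With IP and CL exchanged within randomly chosen mice, chance can be excluded for the DEG of male MCAO mice (21, highest of the other splits 14, 1 of 100 as large), of diabetic mice (674, highest 395, 1 of 100) and of old mice (49, highest 64, 3 of 100), and cannot for females (9, highest 33, 10 of 64). For sham mice the splits were too few for a share under 0.05. The real value was 1 in males and the highest other 0 (1 of 8 as large), 63 and 34 in females (1 of 4), 0 and 0 in diabetic (8 of 8), and 0 and 1 in old mice (8 of 8), where a real value of 0 also makes the test void. For common DEG (4, highest 0, 1 of 100), exclusive diabetic DEG (637, highest 394, 1 of 100) and DEG shared by males and females (4, highest 6, 2 of 100), few splits reached the real count. These splits removed the response of every group at once, so they do not test whether the overlap or the exclusiveness itself arose by chance. Chance cannot be excluded for exclusive DEG of males (1, highest 21, 7 of 100), females (4, highest 33, 21 of 100) or old mice (16, highest 84, 9 of 100). For the number of lists called, it can for males (14, highest 16, 3 of 100) and females (16, highest 14, 1 of 64), and cannot for diabetic (16, highest 21, 16 of 100) or old mice (12, highest 20, 16 of 100).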
